# CNOT3 suppression promotes necroptosis by stabilizing mRNAs for cell death-inducing proteins

**DOI:** 10.1038/srep14779

**Published:** 2015-10-06

**Authors:** Toru Suzuki, Chisato Kikuguchi, Sahil Sharma, Toshio Sasaki, Miho Tokumasu, Shungo Adachi, Tohru Natsume, Yumi Kanegae, Tadashi Yamamoto

## Abstract

The CCR4-NOT complex is conserved in eukaryotes and is involved in mRNA metabolism, though its molecular physiological roles remain to be established. We show here that CNOT3-depleted mouse embryonic fibroblasts (MEFs) undergo cell death. Levels of other complex subunits are decreased in CNOT3-depleted MEFs. The death phenotype is rescued by introduction of wild-type (WT), but not mutated CNOT3, and is not suppressed by the pan-caspase inhibitor, zVAD-fluoromethylketone. Gene expression profiling reveals that mRNAs encoding cell death-related proteins, including receptor-interacting protein kinase 1 (RIPK1) and RIPK3, are stabilized in CNOT3-depleted MEFs. Some of these mRNAs bind to CNOT3, and in the absence of CNOT3 their poly(A) tails are elongated. Inhibition of RIPK1-RIPK3 signaling by a short-hairpin RNA or a necroptosis inhibitor, necrostatin-1, confers viability upon CNOT3-depleted MEFs. Therefore, we conclude that CNOT3 targets specific mRNAs to prevent cells from being disposed to necroptotic death.

Transcriptional and post-transcriptional regulation of gene expression is important for executing biological processes, and their dysregulation causes various physiological disorders, such as cancer and diabetes. Post-transcriptional regulation largely contributes to determining the quality and quantity of translatable mRNAs. Typically, a deadenylase that shortens poly(A) tail length diminishes gene expression by reducing the stability and limiting the translation of mRNAs^1^.

The large, multimeric CCR4–NOT complex is a major deadenylase that is conserved from yeast to humans^2^,^3^. In mammals, this complex consists of four catalytic subunits and at least six non-catalytic subunits. The former include exonuclease-endonuclease-phosphatase (EEP) family proteins (CNOT6 and CNOT6L) and DEDD (Asp-Glu-Asp-Asp) family proteins (CNOT7 and CNOT8), while the latter includes CNOT1, CNOT2, CNOT3, CNOT9, CNOT10 and CNOT11. Accumulating evidence suggests that each subunit, both catalytic and non-catalytic, plays an important physiological role. In case of the catalytic subunits, the short-hairpin RNA (shRNA)-mediated depletion of CNOT6L in NIH3T3 cells induces G1 arrest^4^. Depletion of mouse CNOT7, a catalytic subunit of the CCR4-NOT complex, suppresses spermatogenesis and confers male sterility^5^,^6^. Furthermore, simultaneous suppression of CNOT6, CNOT6L, CNOT7 and CNOT8 induces apoptosis in HeLa cells^7^. The non-catalytic subunits, CNOT1, CNOT2 and CNOT3, appear to control deadenylase activity. For instance, microRNA (miRNA)-dependent deadenylation is suppressed in CNOT1-depleted *Drosophila melanogaster*^8^,^9^. CNOT2 depletion also affects the length of mRNA poly(A) tails^10^. CNOT1 or CNOT2 suppression in HeLa cells decreases deadenylase activity partly because of a structural disorganization of the complex^7^,^11^. In the case of CNOT3, a slight poly(A)-tail lengthening has been observed in yeast *not3* mutants^12^. *Drosophila* NOT3 interacts with Bicaudal-C, an RNA-binding protein that is maternally required for embryo patterning, and participates in recruitment of the deadenylase subunit to its target mRNA^13^. Because of CNOT3’s role in recruiting the deadenylase complex, CNOT3 haplodeficiency in mice affects stability of some mRNAs involved in energy metabolism and bone formation, due to poor recruitment of the CCR4-NOT complex to the mRNA 3′ untranslated regions (UTRs)^14^,^15^. Finally, CNOT3 also contributes to destabilization of *mad1* mRNA, which is important for proper mitotic progression. Consequently, the population of cells in mitotic arrest increases upon CNOT3 depletion^16^. Consistent with the idea that CNOT1, CNOT2 and CNOT3 serve as regulators, structural analyses have shown that CNOT1 functions as a scaffold subunit of the complex and that the CNOT2-CNOT3 heterodimer binds to CNOT1(refs 17,18). However, the mechanism by which CNOT2 and CNOT3 control CCR4-NOT deadenylase activity and their physiological roles have not been fully elucidated.

Necrosis has been considered as non-regulated cell death that occurs in response to overwhelming stress. Genetic analyses and the discovery of chemical inhibitors of necrosis have revealed the existence of genetically controlled necrotic pathways^19^. The best understood form of regulated necrosis is RIPK1-RIPK3-mediated, programmed necrosis (necroptosis). Various human inflammatory diseases, including ischemic injury, neurodegeneration, viral infection, and other tissue damage involve necroptosis^20^. Upon stimulation of death receptors such as tumor necrosis factor receptor 1 (TNFR1), necroptosis is promoted by activation of RIPK1 and formation of the RIPK1-RIPK3 complex^21^. Ligation of toll-like receptor (TLR) following pathogen infection also promotes necroptosis in which RIPK3, but not RIPK1, plays a primary role^19^. Caspase-8, initiator of the death receptor-induced apoptotic pathway, negatively regulates necroptosis by forming a complex with FLIP, a caspase-like molecule that lacks a catalytic cysteine^22^. Indeed, suppression of the caspase with the pan-caspase inhibitor, zVAD-fluoromethylketone (zVAD), facilitates TNFα- and TLR ligation-induced necroptosis in macrophages and microglia^23^,^24^. Several studies have shown that expression level of RIPK3 correlates with sensitivity to necroptosis^24^,^25^,^26^,^27^,^28^, implicating upregulation of RIPK3 level as one of the mechanisms by which cells are predisposed to necroptosis. However, little is known about how the expression levels of necroptosis executioners such as RIPK3 are regulated.

In this study, using primary MEFs that lack CNOT3, we provide evidence that CNOT3 maintains stable expression of other CCR4–NOT complex subunits and supports cell viability. We also show that a number of transcripts are stabilized and upregulated in the absence of CNOT3. Importantly, stabilized/upregulated mRNAs include those that encode proteins in the programmed necrosis pathway. Thus, we propose that CNOT3 is essential to the CCR4-NOT complex in controlling levels of cell death-inducing mRNAs.

## Results

### CNOT3 suppression in MEFs affects cell viability and CCR4-NOT complex formation

*cnot3*-deficient mice die in embryo^14^, which prevented us from studying molecular physiological roles of CNOT3 in tissues and cells. To circumvent this obstacle, we used mice carrying a floxed allele of CNOT3 (CNOT3^loxP/loxP^)^14^. Primary embryonic fibroblasts were prepared from mice and were then infected with a retrovirus expressing the Cre recombinase to produce CNOT3-depleted MEFs. Immunoblot analysis revealed that CNOT3-depletion was successful (Fig. 1a). Upon CNOT3 depletion, MEFs underwent cell death, as indicated by the appearance of floating and aggregating cells (Fig. 1b). These outcomes were not observed in WT MEFs infected with mock or Cre-expressing retrovirus, or in CNOT3^loxP/loxP^ MEFs infected with mock retrovirus (Fig. 1b). Hereafter, mock virus-infected CNOT3^loxP/loxP^ MEFs are referred to as control MEFs.

As depletion of either CNOT1 or CNOT2 was shown to abrogate structural integrity of the CCR4-NOT complex^7^,^11^, we investigated whether depletion of CNOT3 affects complex integrity and found that levels of most other subunits were decreased in CNOT3-depleted MEFs (Fig. 1c). Previously, we showed that small interfering RNA (siRNA)-mediated CNOT1 suppression resulted in proteasomal degradation of other CCR4-NOT complex subunits in HeLa cells^7^. Unlike CNOT1-suppressed HeLa cells, however, treatment of CNOT3-depleted MEFs with MG132, an inhibitor of proteasomes and of calpain, had little effect on decreased levels of other subunits (Supplementary Fig. 1). While we detected a significant decrease of *cnot3* mRNA, mRNA levels of other CCR4-NOT complex subunits were not reduced in CNOT3-depleted MEFs (Fig. 1d). *cnot8* mRNA was rather significantly increased in CNOT3-depleted MEFs, but that did not result in increased CNOT8 protein (Fig. 1d). This suggested that decreased levels of these subunits in the absence of CNOT3 were due to other proteolytic activities. CNOT3 apparently maintains structural and functional integrity of the CCR4-NOT complex and supports cell viability.

### CNOT3-depleted MEFs undergo necroptosis

Because apoptosis is induced by suppression of CNOT1 or CNOT2 in HeLa cells^7^,^11^, we speculated that depletion of CNOT3 might have a similar effect in MEFs. To investigate whether cell death observed in CNOT3-depleted MEFs is caused by apoptosis, we treated cells with zVAD. While zVAD did not affect the viability of control MEFs, it increased cell death induced by CNOT3 depletion (Fig. 2a,b). zVAD can trigger or enhance necrotic cell death by suppressing the Caspase-8-mediated anti-necrotic pathway^23^,^29^,^30^,^31^. We then treated cells with Necrostatin-1 (Nec-1), which inhibits necroptosis^32^. Viability of CNOT3-depleted MEFs improved in the presence of Nec-1 (Fig. 2a,b, compare DMSO- and Nec-1-treated CNOT3KD). Additionally, Nec-1 efficiently inhibited zVAD-promoted death of CNOT3-depleted MEFs (Fig. 2a,b, compare zVAD- and zVAD+Nec1-treated CNOT3KD). These results indicate that CNOT3-depleted MEFs underwent necroptosis. Consistent with this finding, electron microscopy revealed that CNOT3-depleted MEFs manifested several necrotic features, such as loss of organelles and subcellular structures and disruption of the plasma membrane (Fig. 2c). Furthermore, neither caspase-8 nor caspase-3, which participate in apoptosis, was significantly activated in CNOT3-depleted MEFs (Supplementary Fig. 2). On day 3 after zVAD treatment that suppresses the anti-necroptotic pathway, surviving cell populations increased (Fig. 2b). We speculate that those cells may have escaped Cre-mediated deletion of the *cnot3* gene. Indeed, the surviving cells expressed CNOT3 at levels comparable to those in control MEFs (Supplementary Fig.3).

When treated with Nec-1 or with zVAD and Nec-1 together, growth rates of CNOT3-depleted MEFs failed to recover to the rate of control MEFs (Fig. 2d). This implies that cell proliferation is also suppressed by an additional mechanism upon CNOT3 depletion.

### Importance of the CNOT3 C-terminal region for cell viability

The C-terminal region of CNOT3, known as the Not box, is required for its interaction with both CNOT1 and CNOT2 (ref. 33). We investigated whether the Not box is necessary for cell viability and for maintaining complex integrity. To do so, we introduced either FLAG epitope-tagged WT CNOT3 or a CNOT3 mutant lacking the 145 C-terminal amino acids (the Not box) (mutant dC, Fig. 3a) into CNOT3-depleted MEFs using a recombinant retrovirus. In this set of experiments, we used a recombinant adenovirus expressing Cre to delete the *cnot3* gene^34^. When WT CNOT3 was reintroduced into CNOT3-depleted MEFs, cell viability was comparable to that of control MEFs (Fig. 3b,c). Reintroduction of WT CNOT3 also rescued the growth capacity of CNOT3-depleted cells (Fig. 3d, left graph). In contrast, expression of CNOT3dC did not rescue these defects (Fig. 3b–d). We also found that introduction of WT CNOT3, but not CNOT3dC, in CNOT3-depleted MEFs rescued expression of all CCR4-NOT complex subunits (Fig. 3e, left panels). Importantly, immunoblot analysis of anti-FLAG immunoprecipitates from CNOT3-depleted cell lysates revealed that CNOT3 was associated with all other subunits when WT CNOT3 was reintroduced, suggesting the formation of complete CCR4-NOT complexes (Fig. 3f, left panels). In contrast, complex formation did not appear to occur in CNOT3dC-introduced cells (Fig. 3f, left panels). These data suggest that the C-terminal region of CNOT3 is necessary for formation of a complete CCR4-NOT complex and for maintaining the expression of other subunits. In summary, the C-terminal region of CNOT3 is indispensable for CCR4-NOT complex integrity and cell viability.

### Role of the N-terminal coiled-coil region of CNOT3 in cell viability

Next, we introduced a CNOT3 mutant lacking the N-terminal 245-amino acid coiled-coil region (mutant dN: Fig. 3a) into CNOT3-depleted MEFs. As with CNOT3dC expression, necroptosis of CNOT3-depleted MEFs was not suppressed by expression of CNOT3dN (Fig. 3b,c). Expression of COT3dN also failed to rescue CNOT3-depleted MEF proliferation (Fig. 3d, right graph). Intriguingly, introduction of CNOT3dN itself induced cell death and partially suppressed cell proliferation, even in control MEFs, which was most likely due to the dominant-negative effect of CNOT3N (Fig. 3b–d). Therefore, we tentatively conclude that the coiled-coil region of CNOT3 is necessary for cell viability. We also found that expression levels of all subunits, except CNOT3, was rescued by CNOT3dN (Fig. 3e, right panels). Additionally, all CCR4-NOT complex subunits co-immunoprecipitated with CNOT3dN (Fig. 3f, right panels), indicating that the N-terminal coiled-coil region in CNOT3 is dispensable for stable expression of the other subunits and their assembly.

### Suppression of CNOT3 stabilizes a set of transcripts

Because CNOT3 is involved in regulation of CCR4-NOT deadenylase activity and thereby controls mRNA levels^14^, we compared gene expression profiles between control and CNOT3-depleted MEFs using Affymetrix microarray technology to elucidate the molecular basis of necroptosis in CNOT3-depleted MEFs. 

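Cnot3, the gene removed by Cre, had a signal of 436 in control MEFs and 239.6 in CNOT3-depleted MEFs at 0 h, 1.82-fold lower. After 6 h and 12 h of actinomycin D (Act. D), which blocks transcription, its signal was 193 and 198 in control MEFs and 128 and 82.9 in CNOT3-depleted MEFs. Another Cnot3 probe set had 204, 201 and 279 at 0, 6 and 12 h in control MEFs and 227, 90.7 and 92.6 in CNOT3-depleted MEFs, which is 1.11-fold higher at 0 h and lower at both later times. A probe set outside the deleted part does not show the deletion, and the position of these probe sets relative to the floxed exons is not given in the sources used here. In the paper's qPCR, cnot3 mRNA was lower in CNOT3-depleted MEFs (Fig. 1d). The MEFs are primary fibroblasts from mouse embryos with floxed CNOT3 alleles. Mock retrovirus gave control MEFs and Cre retrovirus gave CNOT3-depleted MEFs, each kept in puromycin for 2 days. The labels call the control genotype wild type, and the paper's description was used. With transcription blocked, the signal left after 6 and 12 h reflects how much of each mRNA remained. Each of the 6 conditions was measured with 1 GeneChip for the mouse genome, so no difference has a replicate check and the number of arrays limits the precision. The authors computed a MAS5 signal for each of 45037 probe sets, on a linear scale, and the mean signal without the outer 2% at each end was between 494 and 497 in every array. Every array was thus brought to about the same trimmed mean, so percentages left are relative to the mRNA that remains and can exceed 100%. The median signal was 77.4, 54.9 and 62.1 at 0, 6 and 12 h in control MEFs and 72.8, 55.1 and 51.0 in CNOT3-depleted MEFs. The brightest 1% of probe sets held 24.5%, 31.0% and 34.1% of the signal in control MEFs and 24.4%, 25.6% and 26.4% in CNOT3-depleted MEFs. The platform annotation named 1 gene for 34945 probe sets and several for 932, and 74 more were named by matching values with the paper's Tables S1 and S2. Signals under 1 were set to 1 with no further scaling, and each gene is represented by its probe set with the highest mean log2 signal over the arrays. A signal under the 25th percentile of its array counts as near background, and a fold or percentage against it is given as a bound.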

Total RNA samples were prepared from MEFs treated with the transcriptional inhibitor, actinomycin D (Act. D), for 6 and 12 h (Fig. 4a). 

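Med17, which encodes a subunit of the Mediator complex of transcription, kept 68.9% and 61.3% of its 0 h signal after 6 h and 12 h of Act. D in CNOT3-depleted MEFs and at most 1.54% and 1.84% in control MEFs, where it was near background. Stxbp3, which encodes a syntaxin-binding protein of vesicle fusion, kept 75.8% and 69.9% in CNOT3-depleted MEFs and 7.95% and 1.30% in control MEFs. Leo1, a component of the PAF1 complex of transcription elongation, kept 84.6% and 80.9% against 9.59% and at most 1.81%. A probe set was counted as stabilized where its mean log2 signal at 0 h was at or above the median, its CNOT3KD ratio of 6 h to 0 h lay between 0.5 and 2.0, and the fraction left was at least 2 times that of control MEFs at both times. Of 22519 probe sets at or above that median, 2003 were stabilized in CNOT3-depleted MEFs, and 193 met the rule with the cultures exchanged. The stabilized probe sets represented 1512 named genes, and their median signal left was 27.5% at 6 h and 16.6% at 12 h in control MEFs and 83.7% and 76.4% in CNOT3-depleted MEFs. Among all 22519, the number at or under 25% of the 0 h signal was 3272 at 6 h and 4428 at 12 h in control MEFs and 1742 and 2267 in CNOT3-depleted MEFs. Dividing each array by its ribosomal protein signals, a scaling chosen after the data were seen, moved the median of all probe sets by 0.22 (log2) for the fold at 0 h and by 0.75 for stabilization, and 5820 then met the rule against 12 with the cultures exchanged. Hierarchical clustering of the 31194 probe sets within the ratio limits, with Euclidean distance, Ward linkage and 10 clusters, gave a most stabilized cluster of 1803 probe sets that held Ripk1, Pik3c3, Creb3, Cdkn1a and Dapk1. The median signal left in that cluster at 12 h was 14.4% in control MEFs and 79.1% in CNOT3-depleted MEFs. The cluster held 498 probe sets with 20 clusters, 279 with Pearson distance and average linkage, and 348 when only probe sets at or above the median signal were clustered.

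**Figure D1:**
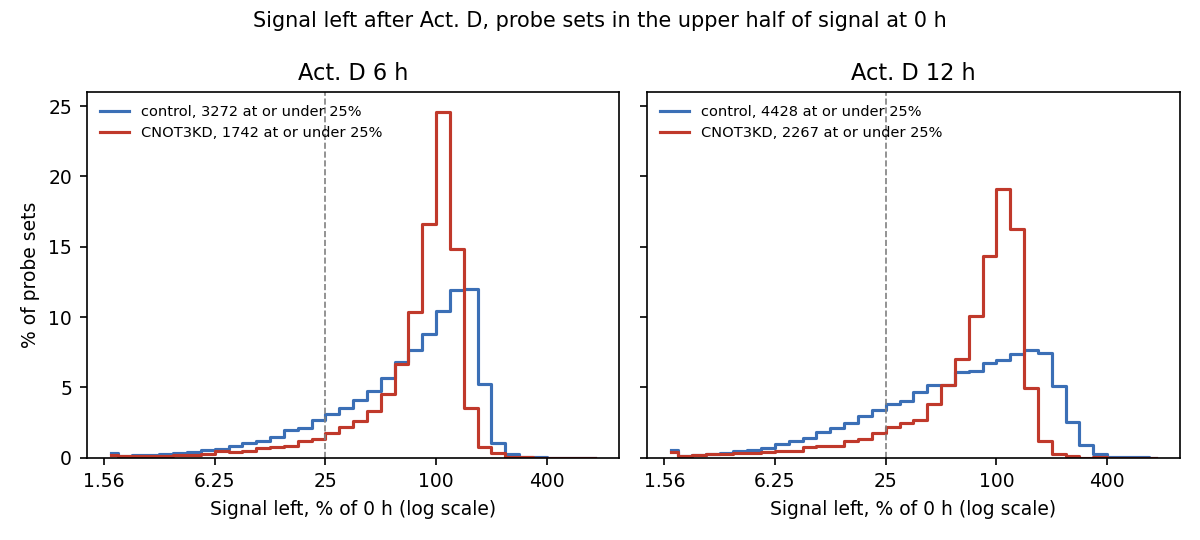
Histograms of the signal left after 6 h (left) and 12 h (right) of Act. D, in percent of 0 h on a log scale, for the 22519 probe sets at or above the median signal at 0 h, with the share of probe sets in percent on the vertical axis, control MEFs in blue and CNOT3-depleted MEFs in red. The dashed line marks 25%, more of the control distribution lies to its left at both times, and the control distribution also reaches farther above 100%.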

Hierarchical clustering of gene sets revealed that one cluster of 2,273 transcript probe sets was highly stabilized in CNOT3-depleted MEFs compared with control MEFs (Fig. 4b; Supplementary Table 1). We hypothesized that a significant population, though perhaps not all of these mRNAs, are CNOT3 targets. We then searched for mRNAs that were more highly expressed in CNOT3-depleted MEFs than control MEFs without Act. D treatment. Among the 2,273 probe sets, 489 corresponded to genes that were upregulated more than 1.5-fold in CNOT3-depleted MEFs compared with control MEFs (Fig. 4c; Supplementary Table 2). 

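Ifit1, an antiviral gene induced by interferon, had a signal of 32.3 in control MEFs and 669 in CNOT3-depleted MEFs at 0 h, 20.7-fold higher. Other genes induced by interferon were Ifit3 at 63.6 and 1009, Usp18 at 43.7 and 633, and Oas1a at 24.5 and 253. Mmp13, which encodes a collagenase, had 27.2 and 218, and Col10a1, a collagen gene of growth plate cartilage, was 7.34-fold higher. In the other direction, the amino acid transporter gene Slc1a5 had 501 and 77.3, and the potassium channel gene Kcnj11 had 1569 and 86.6. The difference in Kcnj11 was smaller after Act. D, with 1690 and 203 at 6 h and 1342 and 446 at 12 h. Egr3, an immediate-early transcription factor gene, had 487 and 113 at 0 h. Of all probe sets, 8393 were more than 1.5-fold higher in CNOT3-depleted MEFs and 9969 more than 1.5-fold lower, so 45.7% of these were higher. With the ribosomal protein scaling, chosen after the data were seen, 12018 were higher and 7219 lower, or 62.5% higher. Of the stabilized probe sets, 208 were more than 1.5-fold higher at 0 h, 178 more than 1.5-fold lower and 1617 neither. Tspyl3, a gene of the nucleosome assembly protein family, was among the 208, with 489 and 1074 at 0 h and with at most 3.67% left at 12 h in control MEFs and 70.0% in CNOT3-depleted MEFs. Higher probe sets made up 10.4% of the stabilized and 9.37% of the other probe sets at or above the median signal. Independent lists of these sizes share 189 probe sets. The 0 h arrays enter both ratios, and simulated arrays with stabilization and no difference at 0 h shared a mean of 10.5 (SD 2.98, 50 simulations), where independent lists of the simulated sizes share 70.2. In the most stabilized cluster, 427 probe sets, or 23.7%, were more than 1.5-fold higher at 0 h. In simulated arrays without a difference, 7418 of 44837 probe sets were more than 1.5-fold higher and 7459 more than 1.5-fold lower. Of the 22321 among them at or above the median signal, these were 737 and 754, against 2130 and 2626 observed at that level. The simulated noise came from the CNOT3KD arrays at 6 and 12 h. It can include real changes between these times and holds no variation between cultures, so these numbers are not a measured noise level.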

The upregulated mRNAs encoded proteins involved in regulation of cytoplasm organization, autophagy, cell death, and cell proliferation (Supplementary Table 3). 

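Pdlim4, which encodes an actin-associated LIM protein, was 2.12-fold higher at 0 h and kept 105% of its signal after 12 h of Act. D in CNOT3-depleted MEFs against 6.31% in control MEFs. Among 56 measured genes of the cytoskeleton group of Table S3, 40 were more than 1.5-fold higher at 0 h, 24 were stabilized and 16 were both. Of 18 measured genes of the autophagy group, 12 were higher, 8 were stabilized and 6 were both. Optn, an autophagy receptor gene, was 1.67-fold higher and kept 112% against 17.7%. In the group for cell death of fibroblast cell lines, 16 of 22 genes were higher, 12 were stabilized and 9 were both. Stk17b, which encodes a kinase related to death-associated protein kinases, was 2.14-fold higher and kept 64.5% against 5.35%. In the growth failure group, 19 of 26 genes were higher, 6 were stabilized and 4 were both, with Xpa, a DNA repair gene, 2.64-fold higher. The study chose these groups from these arrays, so the counts are not independent evidence, and the remaining groups of Table S3 were not analysed here. The genes were read at their brightest probe set, which is not always the one listed by the paper. Broader lists of genes by function were set against 10000 random lists of like signal, as a description of these arrays. For 26 autophagy genes the median log2 fold at 0 h was 0.28, above 99.0% of random lists, with 8 genes more than 1.5-fold higher and none lower, while the median log2 stabilization of 0.33 was above 84.8%. For 25 genes of the cytoskeleton and actin regulation the median fold was 0.12, above 92.2%, and the median stabilization of −0.44 was above 13.4% of random lists, or above 74.5% with quantile normalization, which turns its direction relative to them. Of 29 cell cycle and proliferation genes, 14 were more than 1.5-fold lower at 0 h and none was higher, with a median of −0.55, and 9 were stabilized, with a median of 0.51, above 98.8%, or above 95.6% with the median over all probe sets of each gene. The mitotic kinase gene Cdk1 was among these 9, with 5404 in control and 3996 in CNOT3-depleted MEFs at 0 h and with 9.10% and 112% left at 12 h.

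**Figure D2:**
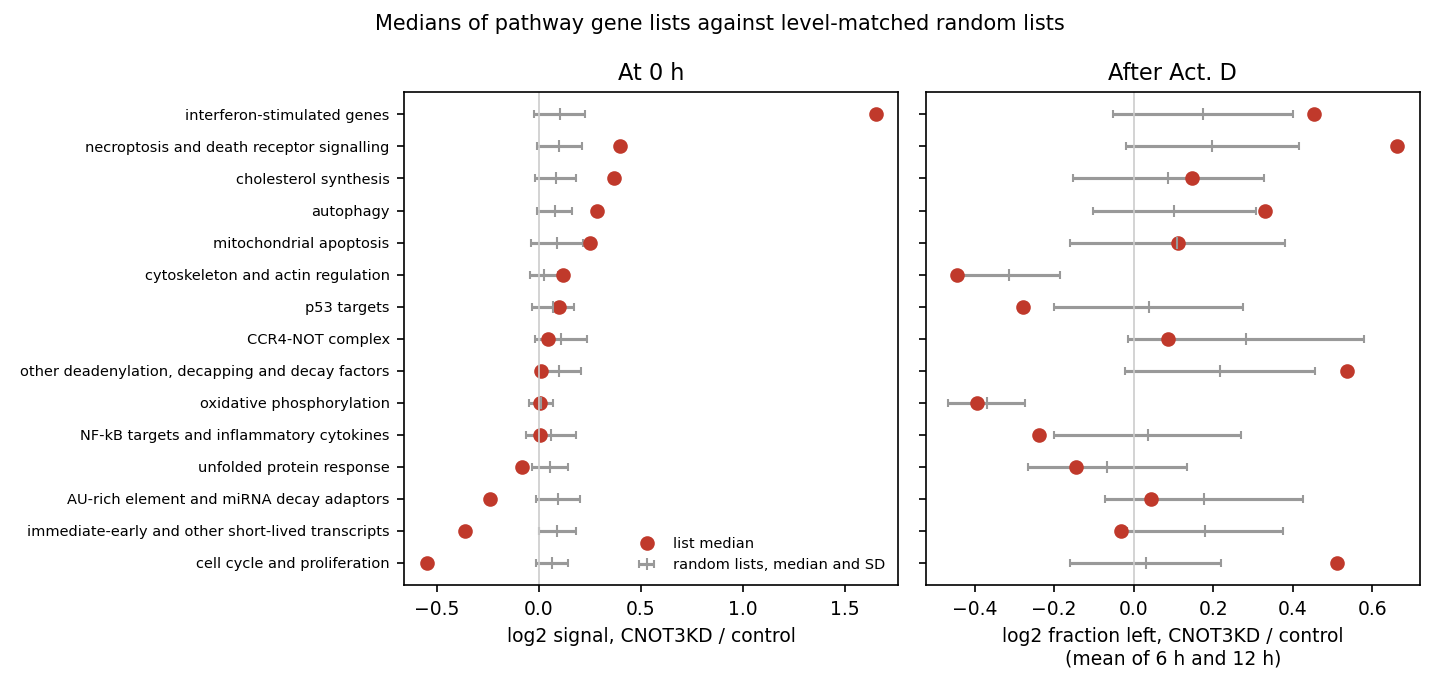
Median log2 ratio of CNOT3-depleted to control MEFs for 15 lists of pathway genes (red), at 0 h (left) and as stabilization after Act. D (right), beside the median and SD of random lists of like signal (grey). Interferon-stimulated genes lie farthest to the right of random lists at 0 h and cell cycle genes farthest to the left, while with quantile normalization the stabilization of the cytoskeleton, p53, mitochondrial apoptosis and unfolded protein response lists and the 0 h value of oxidative phosphorylation change side relative to random lists.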

Importantly, necroptosis-related genes, such as *ripk1*, *irak3*, *tlr2* and *tlr3* were included among the upregulated genes (Fig. 4d; Supplementary Table 3). 

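Ripk1, which encodes the kinase that transmits death receptor signals, had a signal of 894 in control MEFs and 1178 in CNOT3-depleted MEFs at 0 h, 1.32-fold higher, and its other probe sets were 1.67-fold and 1.26-fold higher. After 6 h and 12 h of Act. D it kept 21.5% and 7.79% in control MEFs and 91.6% and 82.3% in CNOT3-depleted MEFs. The 1.67-fold higher probe set, listed in Table S2, kept 44.7% and 17.9% against 76.4% and 65.5%, and it neither met the rule for stabilized probe sets nor was in the most stabilized cluster. The probe sets of Ripk1 were named through the paper's Tables S1 and S2. Irak3, which encodes an inhibitor of Toll-like receptor signalling, had 95.1 and 154 at 0 h, 1.62-fold higher. It kept 50.3% at 6 h and at most 18.9% at 12 h in control MEFs, where it was near background, against 94.5% and 83.3% in CNOT3-depleted MEFs, and its dimmer probe set had the opposite direction after Act. D. Tlr2, a receptor gene for bacterial lipoproteins, had 82.0 and 229.5 at 0 h, 2.80-fold higher, and kept 46.2% and 77.9% in control MEFs against 83.3% and 74.9%. Tlr3, a receptor gene for double-stranded RNA, had 57.2 and 125 at 0 h, 2.19-fold higher, and kept 86.7% and at most 31.4% against 148% and 106%. The dimmer probe set of Tlr3, 1.27-fold higher, did not fall in control MEFs and kept 109% and 118% against 148% and 157%. Dapk1, a death-associated protein kinase gene, was 2.22-fold higher and kept 32.8% and at most 8.35% against 71.2% and 70.7%, while its dimmer probe set, 2.23-fold higher, kept 83.7% and 82.4% against 83.1% and 53.3%. By the rule applied to the arrays, the brightest probe sets of Ripk1 and Dapk1 were stabilized, while those of Irak3, Tlr2 and Tlr3 were not, since the fraction left at 6 h was less than 2 times that of control MEFs. In the clustering of the arrays, those of Ripk1, Dapk1, Irak3 and Tlr3 were in the most stabilized cluster and that of Tlr2 was not. Of 29 measured genes of necroptosis and death receptor signalling, 10 were more than 1.5-fold higher at 0 h and 1 was lower, with a median log2 fold of 0.40, above 99.6% of random lists, 4 were stabilized, and 1 was both stabilized and more than 1.5-fold higher. Their median signal left at 12 h was 36.7% in control MEFs and 82.3% in CNOT3-depleted MEFs, and the median log2 stabilization of 0.66 was above 97.9% of random lists, or above 71.2% with the median over all probe sets of each gene. This list includes genes that the study names from these arrays, and markers of leukocytes were also higher at 0 h, with a median log2 fold of 0.47. Epithelial and keratinocyte markers were higher too, with a median of 0.84, or 0.56 with near-background genes at their bound. From the stabilized cluster, the paper proposes that many but perhaps not all of its mRNAs are CNOT3 targets, and it also proposes that higher and more stable ripk1, ripk3 and other necrosis-related mRNAs lead to necroptosis.

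**Figure D3:**
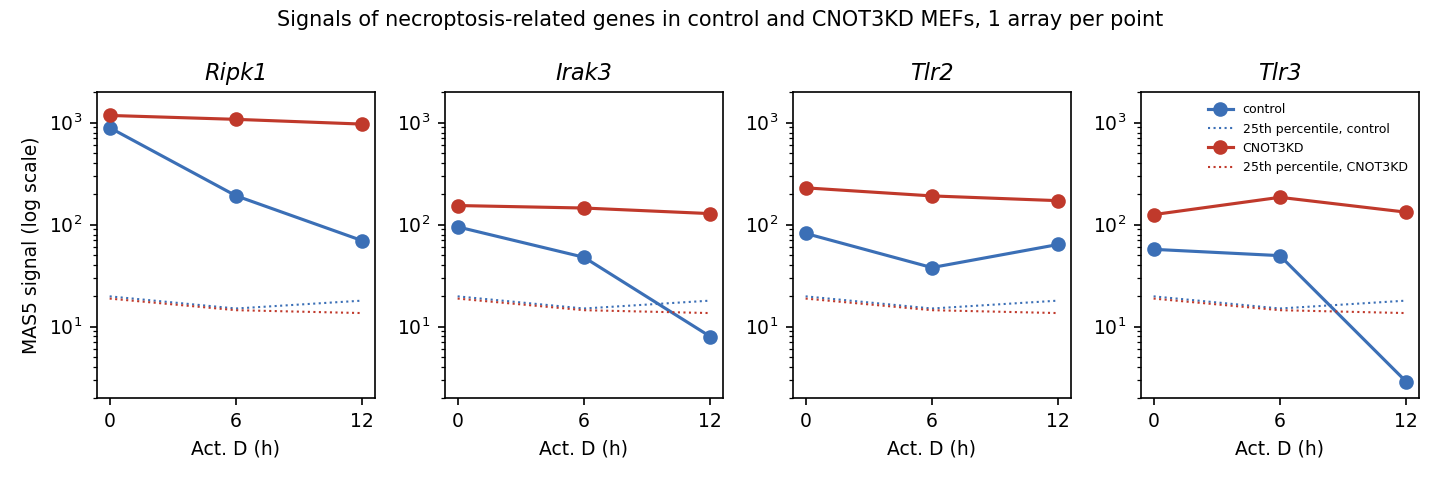
MAS5 signals on a log scale of Ripk1, Irak3, Tlr2 and Tlr3 at 0, 6 and 12 h of Act. D in control (blue) and CNOT3-depleted MEFs (red), with 1 array per point and dotted lines at the 25th percentile of each array. The control lines of Irak3 and Tlr3 fall under the dotted line at 12 h, while the CNOT3-depleted lines of all 4 genes stay above it.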

By examining levels of these mRNAs using quantitative real-time polymerase chain reaction (qPCR), we found that *creb3*, *pik3c3*, *ripk1*, *dvl2*, *sirt5* and *cdkn1a* mRNA levels were significantly elevated in CNOT3-depleted MEFs (Fig. 4e; Supplementary Fig. 4A). We anticipated that the upregulated mRNAs might also include an important necroptosis-related gene, *ripk3* mRNA. While *ripk3* mRNA was recognized by the microarray analysis, it was present at such low levels in WT MEFs that it was impossible to determine whether there had been a change in expression level. Therefore, we directly measured *ripk3* mRNA by qPCR to ascertain its higher expression level in CNOT3-depleted MEFs (Supplementary Fig. 4A). 

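Ripk3, which encodes the kinase that acts after Ripk1 in necroptosis, had a signal of 1596 in control MEFs and 2556 in CNOT3-depleted MEFs at 0 h, 1.60-fold higher. The 75th percentile of all probe sets in the control array at 0 h was 436. Ripk3 kept 111% and 101% of its 0 h signal after 6 h and 12 h of Act. D in control MEFs and 113% and 106% in CNOT3-depleted MEFs, so it did not meet the rule for stabilized probe sets. The probe set that the authors read for ripk3 is not given in the sources used here, and the annotation names no other for Ripk3.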

Consistent with this, both RIPK1 and RIPK3 proteins increased following CNOT3 depletion (Supplementary Fig. 4B). 

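Fbxo30, which encodes a subunit of a ubiquitin ligase, had a signal of 941 in control MEFs and 1049 in CNOT3-depleted MEFs at 0 h, 1.11-fold higher, and its 3 other probe sets were lower in CNOT3-depleted MEFs. It kept 14.1% and 17.0% after 6 h and 12 h of Act. D in control MEFs and 9.12% and 7.11% in CNOT3-depleted MEFs, a log2 stabilization of −0.94, against 0.68, 0.39 and 0.33 for the 3 others. Klf9, a Krüppel-like transcription factor gene, had 3607 and 3581 at 0 h, and kept 8.39% and 5.39% against 9.87% and 3.23%. Zfp292, a zinc finger gene, had 749 and 784 at 0 h, and kept 10.5% and 10.1% against 8.89% and 11.0%. Its log2 stabilization was −0.06, against −1.41, −0.82 and 0.06 for its 3 other probe sets at or above the median signal. The dimmer ones were near background in some arrays. None of the 3 genes was stabilized, and their median log2 stabilization of −0.25 was above 14.1% of random lists, or 0.05, above 37.7%, with the median over all probe sets of each gene. The study chose these genes from the arrays, so this is not independent evidence.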

Note that transcripts, such as *fbxo30*, *klf9* or *zfp292*, that have short half-lives both in the presence and absence of CNOT3 in microarray results, were almost the same in control and CNOT3-depleted MEFs (Fig. 4e).

### mRNAs stabilized in the absence of CNOT3 had longer poly(A) tails

We analyzed the time course of mRNA expression level following Act. D treatment and found that half-lives of *pik3c3*, *ripk1*, *ripk3*, *creb3*, *dvl2*, *sirt5* and *cdkn1a* mRNAs were prolonged in CNOT3-depleted MEFs (Fig. 5a; Supplementary Fig. 5A). In contrast, half-lives of *fbxo30*, *klf9* and *zfp292* mRNAs were similar between control and CNOT3-depleted MEFs (Fig. 5b). To verify that stabilization of mRNAs in the absence of CNOT3 is a consequence of poor deadenylation by the CCR4-NOT complex, we analyzed poly(A) tail lengths of *pik3c3*, *ripk1* and *ripk3* mRNAs. Their poly(A) tails were significantly longer in CNOT3-depleted MEFs than control MEFs (Fig. 5c). Furthermore, reverse transcription (RT)-PCR analysis of RNAs that immunoprecipitated with anti-CNOT3 antibody showed that CNOT3 physically interacts with *pik3c3*, *ripk1*, *ripk3*, *creb3*, *dvl2*, *sirt5* and *cdkn1a* mRNAs (Fig. 5d; Supplementary Fig. 5B). Previous reports showed that the CCR4-NOT complex utilizes the miRNA/Argonaute (Ago) complex and/or an AU-rich element binding protein, such as Zfp36L1, to recognize target mRNAs^35^,^36^. We found that Zfp36L1 bound to the 3′ UTR of *ripk1* and *creb3* mRNAs that possess AU-rich elements *in vitro* (Supplementary Fig. 6A,B). Furthermore, Ago2 bound to the 3′ UTR of *pik3c3*, *ripk1* and *creb3*mRNA (Supplementary Fig. 6B). These findings suggest that CNOT3 recognizes 3′ UTR sequences of *pik3c3*, *ripk1* and *creb3* mRNAs in a manner that is dependent on the miRNA/Ago complex and/or Zfp36L1.

### Relevance of CNOT3 N- and C-terminal domains in CNOT3-dependent mRNA decay

Next, we reintroduced WT CNOT3 into CNOT3-depleted MEFs. The elongated half-lives of *creb3*, *pik3c3* and *ripk1* mRNAs were shortened and were comparable to those of control MEFs (Fig. 6, left middle). In contrast, expression of CNOT3dC or CNOT3dN did not restore the half-lives of these mRNAs to control levels (Fig. 6, right middle and rightmost). Moreover, expression of CNOT3dN in control MEFs resulted in a significant stabilization of transcripts (Fig. 6, compare blue lines between Mock and CNOT3dN expressing MEFs). We noted that overexpression of WT CNOT3 transgene in MEFs resulted in stabilization of target mRNAs, albeit slightly, compared to mock retrovirus-infected MEFs (Fig. 6). By performing gel filtration analysis of lysates from control and WT-CNOT3-transduced cells, we found that overexpressed WT CNOT3 formed a smaller complex (~600 kDa) in addition to intact CCR4-NOT complex (Supplementary Fig. 7A). The smaller complex was purified by immunoprecipitation using anti-Flag antibody and the proteins in the complex were subjected to SDS polyacrylamide gel electrophoresis. Silver staining of the gel revealed that CNOT3 was predominantly present, suggesting that the ~600 kDa complex represent a CNOT3 oligomers (Supplementary Fig. 7B). These data suggested that the smaller complex is a CNOT3 oligomer that would interfere with function of the CCR4-NOT complex. Collectively, the effect of CNOT3 (WT and mutants) on cell viability is clearly correlated with its ability to degrade target mRNA levels.

### The RIPK-mediated pathway is involved in necroptosis following CNOT3 depletion

The upregulation/stabilization of *ripk1*, *ripk3* and mRNAs for other necrosis-related proteins in CNOT3-depleted MEFs appeared to be the cause of necroptosis (Figs 4d,e and 5a; Supplementary Fig.3). While RIPK1 associates with and activates RIPK3 to promote necroptosis upon stimulation of TNFR1 (ref. 21), RIPK1 inhibits necroptosis through the action of Caspase-8-FLIP complex when RIPK3 is activated independently, such as by TLR ligation or interferon (IFN) stimulation^37^. 

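Tnfrsf1a, which encodes the TNF receptor upstream of RIPK1, had a signal of 2019 in control MEFs and 2006 in CNOT3-depleted MEFs at 0 h. It kept 22.5% and 12.6% after 6 h and 12 h of Act. D in control MEFs and 57.4% and 57.1% in CNOT3-depleted MEFs. Fadd, the adaptor gene between death receptors and Caspase-8, had 393 and 398.5 at 0 h, and kept 36.8% and 28.6% against 92.3% and 96.4%. Both met the rule for stabilized probe sets without a 1.5-fold difference at 0 h. Ticam1, the adaptor gene for TLR3 and TLR4, had 152 and 177 at 0 h and was not stabilized. Zbp1, a nucleic acid sensor gene that activates RIPK3 without RIPK1, had 12.7 and 55.6 at 0 h, at least 2.81-fold higher, with the control array near background. Its control signal was 70.8 at 6 h and 7.54 at 12 h, against 48.7 and 46.1 in CNOT3-depleted MEFs. The control signal at 6 h was thus above both, so the fold at 0 h is uncertain. Mlkl, which encodes the effector of necroptosis downstream of RIPK3, had 385 and 501 at 0 h and was not stabilized. Casp8 had 1308 and 1565, and kept 102% and 71.8% in control MEFs against 102% and 104%. Cflar, which encodes FLIP, had 649.7 and 286 at 0 h, 2.27-fold lower.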

Because both mRNAs encoding proteins involved in RIPK1-dependent and RIPK1-independent necroptosis were stabilized in CNOT3-depleted MEFs (Fig. 4d; Supplementary Table 3), we first investigated the effect of expressing shRNA specific for RIPK3 (shRIPK3) on necroptosis in CNOT3-depleted MEFs. We used two different shRNAs that target different sequence segments of RIPK3. Expression of shRIPK3-293 results in strong silencing of RIPK3 (48% reduction), while shRIPK3-827 is less effective in this regard, reducing RIPK3 expression to near to normal levels (16% reduction) in CNOTKD MEFs (Fig. 7a). In the presence of CNOT3, the viability of MEFs in which shRIPK3 was introduced, was similar to that of control shRNA-introduced MEFs (Fig. 7c, insets: compare left top with middle two panels, 7d). Upon CNOT3 depletion, the number of dead cells increased among control shRNA-introduced MEFs, but not in MEFs treated with shRIPK3 (Fig. 7c, compare left top with middle two panels, 7d). Furthermore, many CNOT3-depleted, shRIPK3-treated MEFs were viable in the presence of zVAD, whereas zVAD treatment of CNOT3-depleted MEFs expressing control shRNA resulted in extensive cell death (Fig. 7c, compare right top with middle two panels, 7d). Suppression of RIPK3 significantly, though not completely, restored the proliferation rate of CNOT3-depleted MEFs (Supplementary Fig. 8). The results are similar to the effect of Nec-1 on cell proliferation (Fig. 2d). Importantly, necroptosis is significantly suppressed by both shRIPK3-827 and shRIPK3-293, indicating that reduction of RIPK3 to normal levels in CNOT3KD is sufficient to protect MEFs from necroptosis. These results suggest that CNOT3 suppression-induced stabilization of *ripk3* mRNA contributes to necroptosis induction. In contrast, when we suppressed expression of RIPK1 using shRNA specific for RIPK1 (shRIPK1), death of CNOT3-depleted MEFs was promoted rather than inhibited (Fig. 7c, bottom left, 7d). This likely occurred because the anti-necroptotic function of the Caspase-8-FLIP complex could not be promoted by RIPK1 silencing. Similar effects were observed in the presence of zVAD together with shRIPK1 (Fig. 7c, bottom right, 7d).Note that Nec-1 does not inhibit necroptosis in the absence of RIPK1 and Nec-1-bound RIPK1 plays a critical role in necroptosis inhibition^37^. Consistent with this, necroptosis observed in CNOT3KD MEFs was not suppressed by Nec-1 when RIPK1 was silenced (Supplementary Fig. 9).

## Discussion

The CCR4-NOT complex regulates gene expression at various steps, such as transcription in the nucleus and mRNA decay or quality control of translated proteins in the cytoplasm^2^,^3^. Recent evidence has suggested that a subunit of the CCR4-NOT complex, CNOT3, plays critical roles in several biological events, including oogenesis, self-renewal of embryonic stem cells, heart function, energy metabolism and bone formation^13^,^14^,^15^,^38^,^39^,^40^,^41^. Dysregulation in mRNA turnover caused by CNOT3 depletion appears to be a large contributor to known defects of these processes^13^,^14^,^15^. In the present study, we provide evidence that suppression of CNOT3 in MEFs results in necroptotic cell death, and in reduced formation of the CCR4-NOT complex, induced by decreased levels of the other subunits in the complex. Importantly, CNOT3 suppression stabilizes mRNAs that control cell viability, including mRNAs for TLR2, TLR3, RIPK1 and RIPK3, which can predestine cells for necroptosis. Stabilization observed in the absence of CNOT3 was, at least in some cases, primarily caused by reduced deadenylation of mRNAs targeted by the CCR4-NOT complex.

Recent structure-function analyses of CCR4-NOT have revealed that C-terminal regions of CNOT2 and CNOT3 contain a sequence called the NOT box that is utilized for heterodimerization of the two proteins and for their interaction with CNOT1 scaffold protein^33^. Thus loss of the CNOT3 NOT box prevented CNOT1-CNOT2-CNOT3 complex formation, resulting in loss of structural integrity of the whole CCR4-NOT complex and in suppression of deadenylase activity. Reduced deadenylation of mRNA poly(A) tails could stabilize mRNAs^42^. Consistent with this, we showed that deletion of the CNOT3 C-terminal region resulted in loss of structural integrity and stabilization of a set of mRNAs. Importantly, by expressing CNOT3dC in CNOT3-depleted MEFs, proper formation of the CCR4-NOT complex is abrogated, resulting in poor MEF viability (Fig. 3). In contrast, we have shown that the N-terminal domain of CNOT3 is not important for structural integrity of the complex. Interestingly, however, the N-terminal coiled-coil region of CNOT3 played an important role in controlling cell viability, as CNOT3dN expression in WT MEFs decreased their viability and stabilized CNOT3-target mRNAs (Figs 3 and 5). This may be due to the dominant negative effect of CNOT3dN. A previous study identified point mutations within the N-terminal coiled-coil region and frame shift mutations in CNOT3 in T-cell acute lymphoblastic leukemia^43^. It is intriguing to speculate that these mutations may be involved in development of leukemia by disabling CNOT3-target mRNA recognition. In addition, the CCR4-NOT targets are slightly stabilized by overexpression of WT CNOT3 (Fig. 6), suggesting that excess CNOT3 interferes with function of CCR4-NOT complex. Structural analysis showed that the CNOT3 NOT box forms homodimers in the absence of its binding partners (CNOT1 and CNOT2) (ref. 33). Consistent with this, overexpression of WT CNOT3 forms an oligomer in addition to intact CCR4-NOT complex (Supplementary Fig. 7). Structural analysis of the N-terminal coiled-coil region and full-length CNOT3 would help elucidate the mechanism by which CNOT3 is responsible for target recognition and how CNOT3 oligomer affects the endogenous CCR4-NOT complex.

This study showed that both mRNA for RIPK1, which is involved in death receptor pathway-mediated apoptosis or necroptosis^21^, and mRNA for RIPK3, which strongly promotes necroptosis when RIPK1 is suppressed^37^, were stabilized in the absence of CNOT3. The RIPK3-dependent necroptotic pathway, but not the death receptor-dependent apoptotic pathway, largely contributed to death of CNOT3-depleted MEFs (Fig. 7). Because RIPK3-dependent cell death causes defects in embryonic development^44^,^45^, the embryonic lethality of *cnot3*-deficient mice might, at least in part, be mediated by RIPK3. Although various studies have suggested that increased RIPK3 leads cell to necroptosis in inflamed tissues and TNFα-stimulated cells^24^,^25^,^26^,^27^,^28^, how the RIPK3 level is controlled remains to be addressed. Our results provide a possible mechanism by which RIPK3 expression increases when cells are predisposed to necroptosis, and suggest that some human inflammatory diseases, related to necroptosis, are caused by deregulation of the CCR4-NOT complex.

While CNOT3 was depleted by siRNA to induce partial mitotic arrest without apparent death^16^, in the present study CNOT3 was depleted by somatic recombination. Therefore, different degrees of suppression may cause different phenotypes. It is also possible that the effect of CNOT3 depletion varies depending on the cell types involved. HeLa cells do not express any detectable RIPK3 and do not undergo necroptosis, in contrast to other cell lines, including MEFs^25^, suggesting that stabilization of *ripk3* mRNA upon CNOT3 depletion, if any, is not enough to promote necroptosis. Further studies should elucidate the tissue- or tumor cell-specific function of the CCR4-NOT complex.

In addition to cell death-related genes, mRNAs for molecules involved in cell cycle regulation (*cdkn1a* and *id2*), autophagy (*pik3c3* and *tsc1*) and cytoskeletal organization (*arhgef18* and *myo3b)*, were also stabilized in CNOT3-depleted MEFs (Supplementary Table 3). 

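Cdkn1a, which encodes the cell cycle inhibitor p21, had a signal of 8320 in control MEFs and 14216 in CNOT3-depleted MEFs at 0 h, and kept 47.5% and 24.6% after 6 h and 12 h of Act. D in control MEFs against 95.1% and 96.0% in CNOT3-depleted MEFs. Id2, an inhibitor of differentiation factors, had 2904 and 4738 at 0 h, and kept 18.1% and 27.1% against 55.5% and 38.5%. Pik3c3, the phosphatidylinositol 3-kinase gene of autophagosome formation, had 284 and 484 at 0 h, and kept 17.3% and 6.83% against 136% and 132%. Tsc1, a negative regulator of mTOR signalling, had 553 and 621 at 0 h, and kept 48.6% and 25.4% against 66.9% and 46.4%. Its probe set in Table S2 had 47.2 and 88.6 at 0 h, 1.87-fold higher, and kept at most 31.8% and at most 38.0% in control MEFs, where it was near background at 6 h and 12 h, against 82.1% and 30.9% in CNOT3-depleted MEFs. Myo3b, an unconventional myosin gene, had 12.9 and 35.2 at 0 h, at least 1.78-fold higher, and was near background in every control array. In the clustering of the arrays, Cdkn1a, Pik3c3, Myo3b and the Table S2 probe set of Tsc1 were in the most stabilized cluster, and Id2 was not. The study names these genes from these arrays, so their values are not independent evidence.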

Importantly, even after suppression of necroptosis, growth of CNOT3-depleted MEFs was retarded. Furthermore, CNOT3-depleted MEFs were enlarged, suggesting that cytoskeletal disorganization had occurred, although this disorganization may be a secondary effect of cell death or growth retardation. There are reports that the autophagic response is activated concomitantly with non-apoptotic cell death^46^,^47^. Therefore, we speculate that suppression of CNOT3 in MEFs induces various biological responses, most of which are likely to be due to stabilization of relevant mRNAs.

Cell death is correlated with nutrient and energy conditions *in viv*o and *in vitro*. Both necroptosis and apoptosis are often observed inside tumors, where nutrient and oxygen supplies are low. In cultured cells, nutrient deprivation or growth factor withdrawal leads to apoptotic cell death^48^,^49^. When the apoptotic machinery is inhibited, necroptosis or autophagy occurs. In the case of autophagy, cells can maintain their bioenergetics and viability by consuming their own molecules^48^,^50^. These cells undergo necroptosis upon inhibition of autophagy^50^. Necroptosis is also triggered by a decrease in intracellular ATP level, elevation of Ca^2+^ level, or production of reactive oxygen species, caused by DNA damage or mitochondrial dysfunction. Some of these necroptotic processes are genetically controlled^19^. We propose that regulation of *ripk1* and *ripk3* mRNAs by the CCR4-NOT complex could explain how and when necroptosis occurs. Because CNOT3 levels in liver and white adipose tissues decrease upon fasting^14^, CNOT3 may determine cell fate by regulating expression levels of cell death-related genes in response to nutrient conditions or intracellular ATP levels. Moreover, because RIPK3 regulates several metabolic enzymes, such as glycogen phosphorylase, which degrades glycogen to produce energy^23^, it is intriguing to speculate that RIPK3-dependent energy metabolism regulates the CNOT3 level in a feedback loop.

## Methods

### Cell culture

MEFs were prepared as described previously^51^ and were cultured at 37 °C in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum. zVAD-fmk, MG132 (Peptide Institute) and Nec-1 (Calbiochem) were used at 40 μM, 50 μM and 10 μM, respectively.

### Antibodies and reagents

Rabbit polyclonal antibody against CNOT1 was from Proteintech. Antibodies against CNOT2, Cleaved caspase-3, Cleaved caspase-8, RIPK1 and Zfp36L1 were from Cell Signaling Technology. Anti-Cre antibody was from Novagen. Anti-RIPK3 polyclonal antibody was from Abcam. Anti-Ago2 monoclonal antibody was from Wako. Anti-FLAG antibody and anti-α-tubulin antibody were from Sigma. Mouse monoclonal antibodies against CNOT3, CNOT6L, CNOT7, CNOT8 and CNOT9 were generated by immunizing mice with each recombinant protein in cooperation with Bio Matrix Research Incorporation. Recombinant proteins were prepared as GST-fused proteins using *Escherichia coli* and the GST portion was removed with PreScission Protease (GE Healthcare). Our CNOT3 antibody detected CNOT3dC, but not CNOT3dN, indicating that the antibody recognized the N-terminal region of CNOT3.

### Virus infection

Retrovirus (mock or Cre) infection of MEFs was performed as described previously^51^. Two days after virus infection, cells were diluted following trypsinization and cultured in the presence of puromycin (1 μg/mL) for an additional 2 days to select infected cell populations. For suppression of RIPK1 or RIPK3, MEFs were infected with retrovirus expressing shRIPK1 or shRIPK3. To construct shRNA expression vector, two synthetic oligo nucleotides were annealed and inserted into pSIREN-RetroQ vector (BD Biosciences). The target sequences for *ripk1*, *ripk3-293* and *ripk3-827* are 5′-gctggagaagacagacctaga-3′, 5′-gctggagtttgtgggtaaagg-3′ and 5′-ggcttctaaagcgagtgatgt-3′, respectively. Control MEFs were infected with retrovirus expressing shControl constructs (Morita *et al*., 2007). Adenovirus infection was performed 2 days after retrovirus infection at MOI 7.5. Two days later, infected MEFs were used for growth and cell death analysis. For immunoprecipitation and total RNA preparation, MEFs were selected with puromycin (1 μg/mL) for 2 days.

### Immunoprecipitation and immunoblotting

Cells were lysed with lysis buffer (1% NP-40, 50 mM Tris–HCl [pH 7.5], 150 mM NaCl, 1 mM EDTA, 1 mM phenylmethylsulfonylfluoride, 10 mM NaF). Lysate proteins were subjected to immunoprecipitation using anti-FLAG antibody-conjugated agarose (Sigma) and subsequent immunoblot analysis as described^51^.

### Measurement of cell survival rate

Cell viability was measured by the ability of cells to exclude propidium iodide (PI). Cells were treated with 0.1% Trypsin, collected by centrifugation, washed once with phosphate-buffered saline (PBS), and resuspended in PBS containing 5 μg/mL of PI (Sigma). Levels of PI incorporation were quantified using FACS Calibur (Becton Dickinson).

### Growth curves

Twenty-five thousand cells per well were plated into 12-well plates. At the indicated times, cells were washed with PBS, fixed in 10% formalin for 15 min, and rinsed with distilled water. Cells were stained 0.1% crystal violet (Sigma) for 30 min, rinsed extensively, and dried. Cell-associated dye was extracted with 2.0 mL of 10% acetic acid. Aliquots were transferred to 96-well plates, and optical density at 570 nm was measured. Within an experiment, each point was determined in triplicate. Each growth curve was performed at least twice.

### Microarray analysis

Total RNAs were extracted with ISOGENII according to the manufacturer’s protocol (Nippon Gene). The quality of RNA was determined using the Bioanalyzer nano chip (Agilent Technologies, Inc.). cDNA and biotin-labeled cRNA were synthesized according to the manufacturer’s instructions (Affymetrix). After fragmentation of cRNA, biotin-labeled cRNA was hybridized to the GeneChip Mouse Genome 430 2.0 Array (Affymetrix). To determine the average difference for each probe set, we used MAS5 algorithm. Selected probe set IDs were converted according to the manufacturer’s instructions. To determine fold differences in gene expression and perform a hierarchical clustering, we used GeneSpring 12.6 (Agilent Technologies). To identify enriched cellular function and pick up necrosis-related genes, we used Ingenuity Pathway Analysis (Ingenuity). The complete data set reported herein has been submitted to the NCBI GEO data base (http://www.ncbi.nlm.nih.gov/geo/) and can be obtained under accession number GSE67418.

### RNA analysis

Total RNA (1 μg) was used for reverse transcription with oligo(dT)12–18 primer (Invitrogen) using the SuperScript III First-Strand Synthesis System (Invitrogen). qPCR reactions were carried out using SYBR Premix Ex Taq (Takara) and the ABI PRISM 7900HT Sequence Detection System (Applied Biosystems). *Gapdh* mRNA levels were used for normalization. Primers for PCR reactions are listed in Supplementary Table. To measure mRNA stability, cells were treated with Act. D (2.5 μg/mL), and total RNA was extracted at the indicated times and subjected to qPCR analysis. For RNA immunoprecipitation-RT-PCR analysis, proteins in cell lysates were immunoprecipitated with anti-CNOT3, or normal mouse IgG antibodies. RNAs in immunoprecipitates were purified using ISOGENII. To compare poly(A) tail length, we used the Poly(A) Tail-Length Assay Kit (Affimetrix) according to the manufacturer’s protocol.

### Transmission electron microscopy

After a wash with PBS, MEFs were fixed in 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer for 2 h. Following three washes with 0.1 M sodium cacodylate buffer, cells were further fixed with 1% osmium tetroxide 0.1 M sodium cacodylate buffer for 1.5 h. Cells were then dehydrated in an ascending alcohol series and embedded in epoxy resin. Ultrathin sections (50 nm) of MEFs were stained with 4% uranium acetate for 30 min and subsequently with Sato’s lead staining solution. Samples were examined using a JEOL JEM-1230R transmission electron microscope.

### Statistical analyses

Differences between groups were examined for statistical significance using Student’s t-test (two-tailed distribution with two-sample equal variance). We considered a P-value of < 0.05 statistically significant.

## Additional Information

**How to cite this article**: Suzuki, T. *et al*. CNOT3 suppression promotes necroptosis by stabilizing mRNAs for cell death-inducing proteins. *Sci. Rep*. **5**, 14779; doi: 10.1038/srep14779 (2015).

## Supplementary Material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

## Figures and Tables

**Figure 1:**
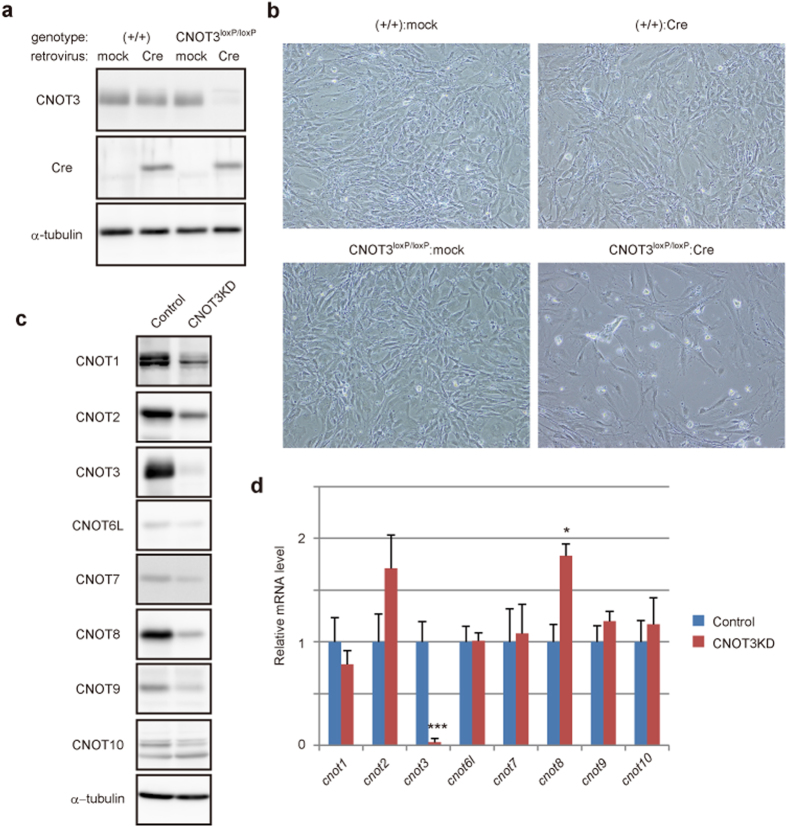
CNOT3 deficiency decreases other CCR4-NOT complex subunits and cell viability. (**a**) WT (+/+) and CNOT3^loxP/loxP^ MEFs were infected with mock- or Cre-expressing retrovirus. Cell lysates were analyzed by immunoblot. (**b**) Cell morphology 4 days after infection. Photographs are at the same magnification. Dead cells that were about to lose adhesion were observed in CNOT3^loxP/loxP^:Cre MEFs. (**c**) CNOT3^loxP/loxP^ MEFs infected with mock- (Control) or Cre-expressing retrovirus (CNOT3KD) were lysed 4 days after infection, and lysates were analyzed by immunoblot. (**d**) qPCR analysis in control or CNOT3KD MEFs 4 days after infection. *gapdh* mRNA levels were used for normalization. n = 3 for each genotype. All values represent means + sem. *P < 0.05; ***P < 0.001

**Figure 2:**
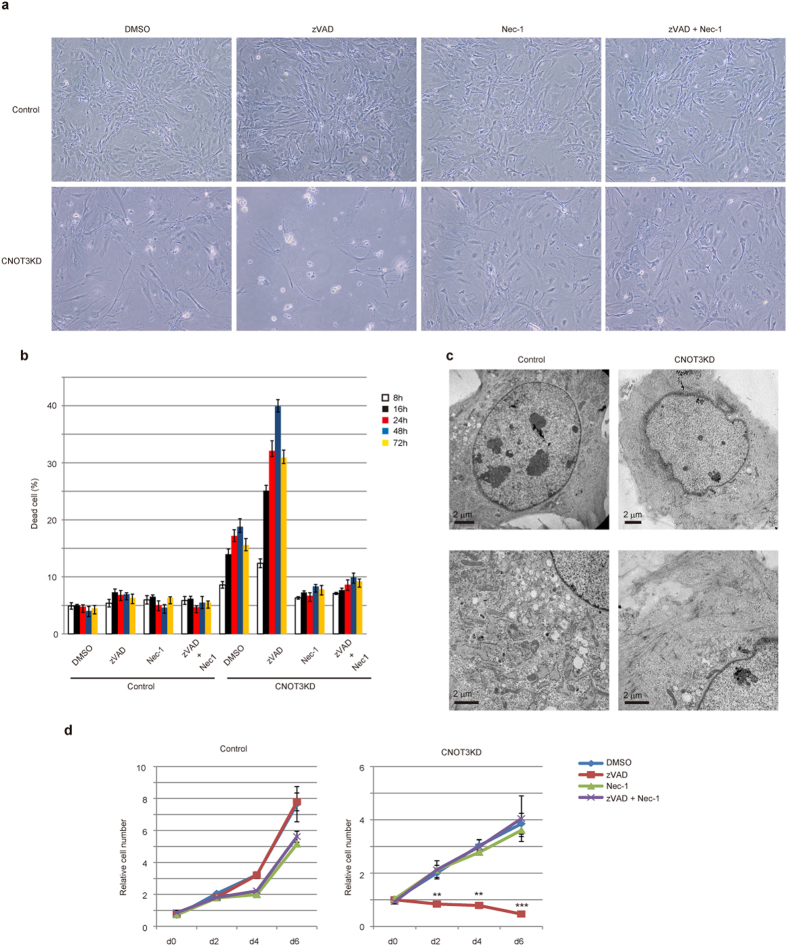
CNOT3-depleted MEFs undergo necroptosis. (**a**) Morphology of control and CNOT3-depleted MEFs (CNOT3KD) 2 days after treatment with dimethyl sulfoxide (DMSO), zVAD, Nec-1, or a combination thereof. Photographs are at the same magnification. (**b**) Cell death assessed by propidium iodide (PI) uptake using flow cytometry of treated MEFs at the indicated time points after an addition of the indicated chemicals. n = 3. (**c**) Transmission electron microscopy of control (left panels) and CNOT3KD MEFs (right panels). (**d**) Growth curves corresponding to control (left) and CNOT3KD MEFs (right) treated with indicated chemicals. Day 0 corresponds to 4 days after retrovirus infection. Each time point was determined in triplicate. All values represent means ± sem. **P < 0.01; ***P < 0.001

**Figure 3:**
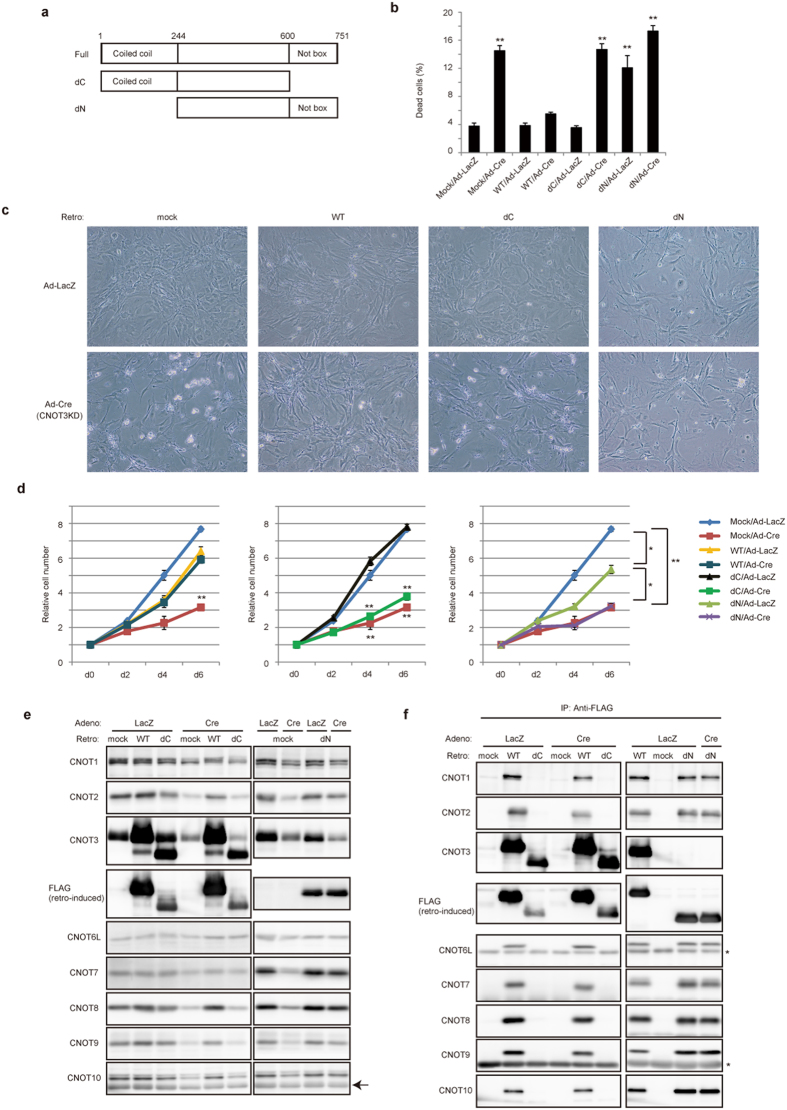
Activity of the CCR4-NOT complex depends upon a complete CNOT3 C-terminus and CNOT3 function requires an intact N-terminus. (**a**) Schematic diagram of CNOT3. CNOT3 consists of an N-terminal coiled-coil domain, a linker region and a Not box region that shares homology with CNOT2. Numbers above the protein outline represent amino acid positions at domain boundaries. (**b**) Cell death assessed by PI uptake using flow cytometry of CNOT3^loxP/loxP^ MEFs transduced with retroviruses (CNOT3 constructs)/adenoviruses (LacZ or Cre). n = 3. (**c**) Cell morphology 4 days after adenovirus infection. (**d**) Growth curves corresponding to CNOT3^loxP/loxP^ MEFs transduced with retroviruses (CNOT3 constructs)/adenoviruses (LacZ or Cre). Day 0 corresponds to 2 days after adenovirus infection. Each time point was determined in triplicate. Growth curves of control cells, Mock/LacZ (blue line) and Mock/Cre (red line), are blotted to every graph for comparison. All values represent means ± sem.*P < 0.05; **P < 0.01. (**e**) Lysates were prepared from cells infected with retroviruses (CNOT3 constructs) and adenoviruses (LacZ or Cre) and analyzed by immunoblot. The arrow indicates a nonspecific signal. (**f**) Lysates prepared in (**e**) were immunoprecipitated with anti-FLAG antibody and immunoprecipitates were analyzed by immunoblot. *IgG heavy and light chains.

**Figure 4:**
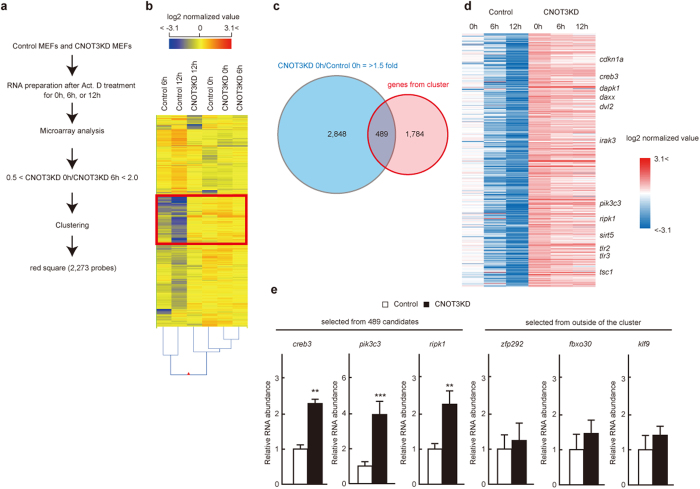
Microarray analysis of RNA following transcriptional inhibition identifies CNOT3-regulated mRNAs. (**a**) Procedure for selection of genes, the stability of which is affected by CNOT3 suppression. (**b**) Heat map after a hierarchical clustering. A red square indicates a cluster in which transcripts are largely decreased in controls, but not CNOT3KD MEFs after Act. D treatment. (**c**) Venn diagram illustrating the overlap between the gene selected from (**b**) (circled red) and genes up-regulated >1.5 fold in CNOT3KD MEFs compared with control MEFs (circled blue). (**d**) Heat map showing relative expression levels of the overlapped 489 genes in (**c**). (**e**) qPCR analysis of mRNAs in control or CNOT3KD MEFs. *gapdh* mRNA levels were used for normalization. n = 3 for each genotype. All values represent means + sem. **P < 0.01; ***P < 0.001

**Figure 5:**
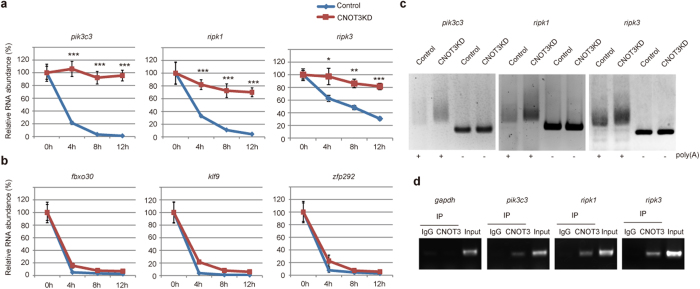
Reduced poly(A) tail shortening in CNOT3-depleted MEFs stabilizes target mRNAs. (**a**,**b**) Control and CNOT3KD MEFs were treated with Act. D. Relative mRNA levels were determined by qPCR at 4 h time intervals after Act. D treatment and normalized to the *gapdh* mRNA level. mRNA level without Act. D treatment (0 h) was set to 100%. n = 3 for each genotype. All values represent means ± sem. *P < 0.05; **P < 0.01; ***P < 0.001 (**c**) Comparison of poly(A) tail length of mRNAs between control and CNOT3KD MEFs. Total cellular RNA was subjected to PCR-based analysis (see Methods). PCR products without poly(A) regions (−) were also loaded. (**d**) Lysates from MEFs were immunoprecipitated with control Ig or anti-CNOT3 antibodies. Immunoprecipitates were analyzed by RT-PCR using primers for 3′UTR in the indicated genes.

**Figure 6:**
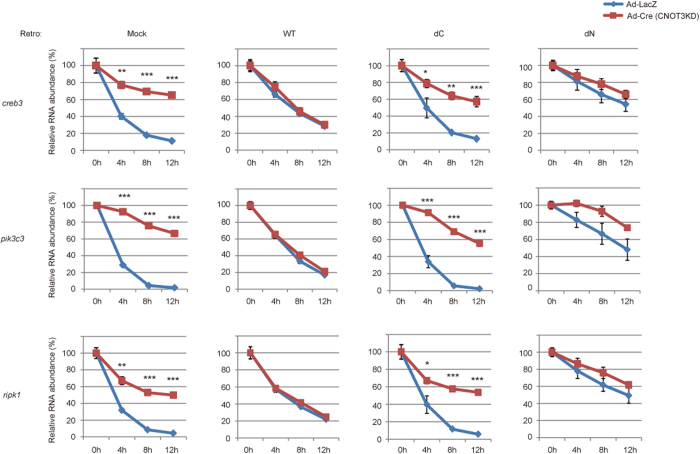
Both an N-terminal and C-terminal region are required for CNOT3-dependent mRNA decay. Decay curves of CNOT3 targets in CNOT3^loxP/loxP^ MEFs transduced with retroviruses (mock or CNOT3 constructs) and adenoviruses (Ad-LacZ or Ad-Cre) determined as in Fig. 4a. n = 3. WT CNOT3 expression in CNOT3KD MEFs (red lines in left middle graphs), but not CNOTdC and CNOTdN expression (red lines in right middle and rightmost graphs) restored MEF half-lives to control levels (blue lines in leftmost graph. CNOT3dN expression in control MEFs stabilized mRNAs (compare blue lines in between leftmost and rightmost graphs). All values represent means ± sem. *P < 0.05; **P < 0.01; ***P < 0.001

**Figure 7:**
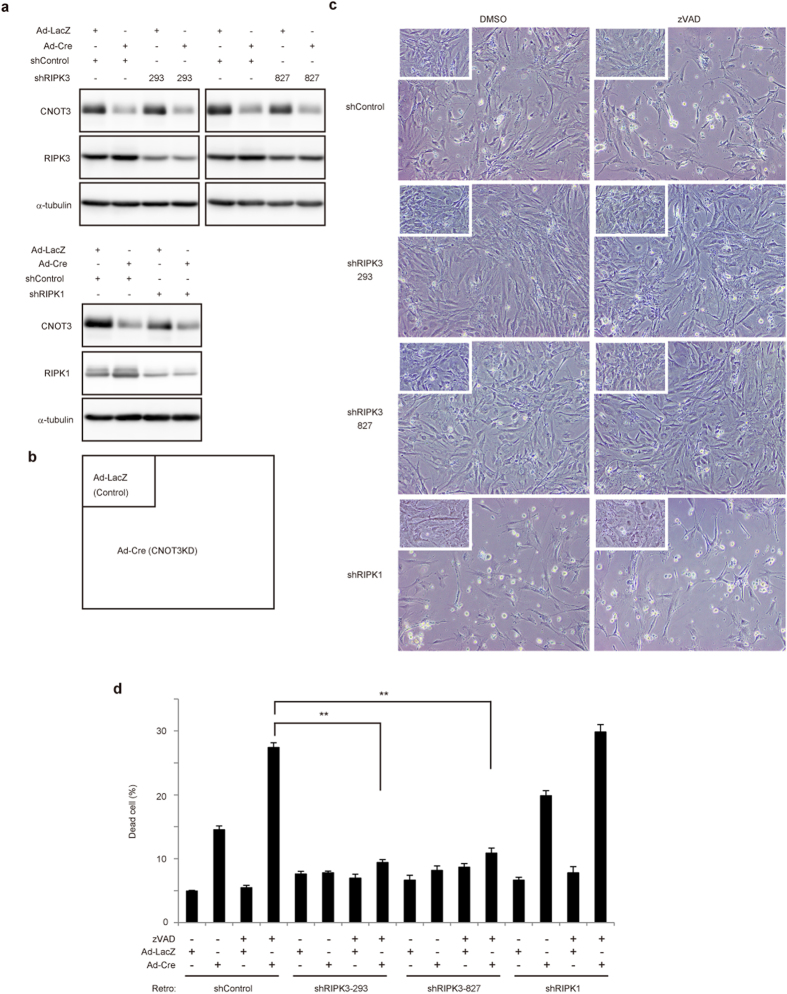
CNOT3-depleted MEFs undergo necrosis via the RIPK3-dependent death pathway. (**a**) Lysates were prepared from MEFs which were infected with retrovirus expressing shRNAs (shControl, shRIPK3-293, shRIPK3- 827 or shRIPK1) and adenovirus (LacZ or Cre) were analyzed by immunoblot. (**b**) Schematic diagram of positions of photographs. (**c**) Morphology of CNOT3KD MEFs and control MEFs (Insets) infected with retrovirus-expressing shRNAs which are treated with DMSO or zVAD for 24 h. (**d**) Cell death assessed by PI uptake via flow cytometry of MEFs transduced with retrovirus (shRNA constructs) and adenovirus (LacZ or Cre) 24 h after an addition of DMSO (−) or zVAD (+). n = 3. All values represent means ± sem. **P < 0.01

# Supplementary material for: CNOT3 suppression promotes necroptosis by stabilizing mRNAs for cell death-inducing proteins
**Source:** Sci Rep. 2015 Oct 6;5:14779. doi: 10.1038/srep14779

Supplementary information

# CNOT3 suppression promotes necroptosis by stabilizing mRNAs for cell death-inducing proteins

Toru Suzuki<sup>1\*</sup>, Chisato Kikuguchi<sup>1</sup>, Sahil Sharma<sup>1</sup>, Toshio Sasaki<sup>2</sup>, Miho Tokumasu<sup>1</sup>, Shungo Adachi<sup>3</sup>, Tohru Natsume<sup>3</sup>, Yumi Kanegae<sup>4#</sup>, and Tadashi Yamamoto<sup>1\*</sup>

<sup>1</sup>Cell Signal Unit, <sup>2</sup>Imaging and Instrumental Analysis Section, Okinawa Institute of Science and Technology Graduate University, 1919-1 Onna-son, Okinawa 904-0495, Japan; <sup>3</sup>Molecular Profiling Research Center for Drug Discovery, National Institute of Advanced Industrial Science and Technology, Tokyo 135-0064, Japan; <sup>4</sup>Laboratory of Molecular Genetics, Institute of Medical Science, University of Tokyo, Tokyo 108-8639, Japan

## Supplementary methods

### Vectors

Mouse CNOT3 cDNA was isolated from a cDNA library of wild-type MEFs by polymerase chain reaction (PCR) using Phusion (FINNZYMES). CNOT3 mutants were generated by PCR using full length CNOT3 cDNA as a template. cDNAs were inserted into pMXs vectors (Morita et al., 2007).

### Binding analysis between 3'UTRs of mRNAs and protein

3'UTRs of mRNAs were isolated from total RNA MEF by PCR. The length of 3' UTRs is as follows. *creb3*: 266 bases, *pik3c3*: 386 bases, *ripk1*: 2,390 bases (RIPK1-1, RIPK1-2, RIPK1-3, RIPK1-4 and RIPK1-5 correspond to 1-520, 473-990, 940-1,460, 1,410-1,930 and 1,880-2,390, respectively). FLAG peptide-conjugated RNA was generated as previously described (Adachi et al., 2014). MEFs were lysed with lysis buffer (1% NP-40, 50 mM Tris-HCl [pH 7.5], 150 mM NaCl, 1mM EDTA, 1 mM phenylmethylsulfonylfluoride, 10 mM NaF). Lysates were incubated with FLAG-tagged RNA for 2 h. Binding proteins were purified with anti-FLAG antibody (M2)-conjugated agarose and analyzed by immunoblot.

### Gel filtration chromatography

MEFs were lysed with buffer (0.5% NP-40, 50 mM Tris-HCl [pH 7.5], 150 mM NaCl,

1 mM EDTA, 10 mM NaF). Lysates (0.5 mL, 0.4 mg/mL) were applied to a Superose<sup>TM</sup>

6 10/300 GL column using an AKTA Pure (GE healthcare). The flow rate was 0.5

mL/min and 0.5 mL fractions were collected.

### Quantitative PCR primers

| gene   | forward                  | reverse                 |
|--------|--------------------------|-------------------------|
| gapdh  | ctgcaccaccaactgcttag     | gtcttctgggtggcagtgat    |
| cnot1  | agaacctggctgtggaccta     | tgagtgtggctgtttgggta    |
| cnot2  | cagacccaggaatggtacatc    | ggtgatgcaaatttgggatag   |
| cnot3  | aagaagaaaggcgacaagga     | gtccagcattcgaggat       |
| cnot6l | cctcgcagaatttacaccatc    | ttaagctccgcactctaccc    |
| cnot7  | ccaggcaggatctgactcac     | tgaccacagtatttggcatca   |
| cnot8  | gcaggctcagactctctgct     | tagaggcgcccacaatactt    |
| cnot9  | gtctgcgcacatcatggagtc    | aaccagtgtcatccaagagga   |
| cnot10 | acaaggcccgaaagtgtct      | aaggtagacagccagcagga    |
| dvl2   | acttcaccctccctcgaaa      | gaggagccagggtgaagcag    |
| sirt5  | ccagctttagcaggaaaagg     | gactgggattctggcgtct     |
| cdkn1a | ttgccagcagaataaaagggtg   | tttgctcctgtgcggaac      |
| ripk3  | aggcttctaagcgagtgatgt    | tgaagtctgtctaccaactcagc |
| ripk1  | tacctccgagcagggtcaaat    | aaaccaggactcctccacag    |
| pik3c3 | agagcgtccacgcactgt       | tccccttcattttctccagt    |
| creb3  | ccctcaacccttctctca       | cttgcggtttcttgagc       |
| zfp292 | cctggttttgtgtactgccttt   | tgctgcaatttactccaaaaca  |
| klf9   | ctcagaactgctttaacattaggg | aacctttccttttagctcgtg   |
| fbxo30 | gagaagccagggtttgagc      | tcatacagtgtagtgctgctg   |

### Primers for poly(A) tail length assay

| gene   | forward                   | reverse                     |
|--------|---------------------------|-----------------------------|
| ripk1  | gtatgagttgaaggatggcagta   | tagtcacataaattttattcagtactc |
| ripk3  | agagaatcactgcaagagcct     | cacagttaacatgctatgtttattga  |
| pik3c3 | ctgctgtgtactaaagacatcaaag | tcagagggtaaaatgctttactgtttc |

### Primers for RNA-IP-PCR

| gene   | forward                        | reverse                        |
|--------|--------------------------------|--------------------------------|
| ripk1  | cacggaattcgtatgagttgaaggatggc  | gagtctcgagcagtactctgtatttaaagt |
| ripk3  | gctcgaattcacttcagagaatcactgcaa | cacagttaacatgctatgtttattga     |
| pik3c3 | cagtgaattcaaggggatttgacctcct   | atcgcgccgctcagagggtaaaatgctt   |
| sirt5  | cagcgaattccatgatggatgtgtattatt | atgctcgagacctaccggggaggttgc    |
| creb3  | caacgaattcgtgtgaggatgtgggtgc   | gactgcggccgaggaaccactatttat    |
| dvl2   | gtaggaattcggacctcttgaggccaca   | caatgcggccgcttctatttgcttat     |
| cdkn1a | gcacgaattcgtattcctgattgtttct   | gatcgcgccgctttaagtaccacgagc    |
| gapdh  | gtacgaattcccgggctggcattgctctc  | gctactcgaggatggtattcaagagagtag |

### Supplementary Figure legends

#### Supplementary Figure 1. Decrease of CCR4-NOT complex subunits upon CNOT3

**depletion is not recovered by a proteasome inhibitor.**

CNOT3<sup>loxP/loxP</sup> MEFs were infected with mock or Cre-expressing retrovirus. Cell lysates were prepared after treatment with DMSO or MG132 (50  $\mu$ M) for 3 h, and were analyzed by immunoblot.

#### Supplementary Figure 2. Caspases are not cleaved in CNOT3-depleted MEFs.

Lysates from CNOT3<sup>loxP/loxP</sup> MEFs infected with mock (control) or Cre-expressing retrovirus (CNOT3KD) were analyzed by immunoblot.

#### Supplementary Figure 3. Cells that survive even after cell death stimulation

**express CNOT3.**

MEFs infected with control (Mock) or Cre-expressing retrovirus (Cre) were treated with zVAD (+: 40  $\mu$ M). DMSO was used as a control treatment (-). Three days later, surviving cells were collected and lysed. Cell lysates were analyzed by immunoblot. The results from two independent experiments are shown. Note that CNOT3 level was low in the absence of zVAD because significant populations of CNOT3KD MEFs were alive owing to caspase-mediated, anti-necroptotic pathway.

**Supplementary Figure 4. Increased candidate CCR4-NOT targets in CNOT3-depleted MEFs.**

(A) qPCR analysis of mRNAs in control or CNOT3-depleted MEFs (CNOT3KD). *gapdh* mRNA levels were used for normalization. n=3 for each genotype. All values represent the mean+sem. \*\* $P$ <0.01; \*\*\* $P$ <0.001

(B) Lysates from CNOT3<sup>loxP/loxP</sup> MEFs infected with mock (control) or Cre-expressing retrovirus (CNOT3KD) were analyzed by immunoblot.

**Supplementary Figure 5. Longer half-lives of CCR4-NOT target mRNAs in CNOT3-depleted MEFs. CNOT3 binds to the targets.**

(A) Control and CNOT3KD MEFs were treated with Act. D. Relative mRNA levels were determined by qPCR at 4 h time intervals after Act. D treatment and normalized to the *gapdh* mRNA level. mRNA level without Act. D treatment (0h) was set to 100%. n=3 for each genotype. All values represent means  $\pm$ sem. \* $P$ <0.05; \*\* $P$ <0.01; \*\*\* $P$ <0.001

(B) Lysates from MEFs were immunoprecipitated with control Ig or anti-CNOT3 antibodies. Immunoprecipitates were analyzed by RT-PCR using primers for 3'UTRs in *creb3*, *dvl2*, *sirt5*, and *cdkn1a* mRNAs.

**Supplementary Figure 6. Ago2 or an AU-rich element binding protein ZFP36L1 bind to the 3'UTR of CCR4-NOT target mRNAs.**

(A,B) FLAG peptide covalently linked to the 3'UTRs of mRNAs was incubated with lysates from MEFs. Because the 3'UTR of *ripk1* mRNA is very long, it was divided into five fragments (RIPK1-1 ~ RIPK1-5) and used for the analysis (A). Bound proteins were purified using anti-FLAG antibody-conjugated agarose and analyzed by immunoblot.

**Supplementary Figure 7. Excess CNOT3 forms an oligomer in addition to the**

### **CCR4-NOT complex.**

(A) Lysates from MEFs infected with mock or WT CNOT3<sup>WT</sup>-expressing retrovirus were fractionated by gel filtration chromatography and analyzed by immunoblot.

(B) Fractions indicated in (A) (\* or \*\*) were immunoprecipitated with anti-Flag antibody. Immunoprecipitates were loaded onto SDS-polyacrylamide gels and silver stained. Note that CNOT1 and CNOT3 exist at a stoichiometry of 1:1 in the immunoprecipitates from \* fraction, while the immunoprecipitates from \*\* fraction consist almost entirely of CNOT3.

### **Supplementary Figure 8. RIPK3 suppression restores viability of CNOT3KD MEFs.**

Growth curves corresponding to CNOT3<sup>loxP/loxP</sup> MEFs transduced with retroviruses (shRNA constructs) and adenoviruses (LacZ or Cre) in the presence of DMSO or zVAD treatment. Each time point was determined in triplicate. All values represent means  $\pm$ sem. \*\* $P < 0.01$ ; \*\*\* $P < 0.001$

### **Supplementary Figure 9. Nec-1 does not suppress necroptosis of CNOT3KD MEFs in the absence of RIPK1.**

(A) Morphology of CNOT3KD MEFs infected with retrovirus-expressing shControl or shRIPK1, treated with zVAD alone or zVAD and Nec-1 for 24 h.

(B) Cell death assessed by PI uptake via flow cytometry of CNOT3KDMEFs transduced with retrovirus expressing shRNA constructs in the presence of zVAD alone or zVAD and Nec1 for 24 h. n=3. All values represent means  $\pm$ sem. \*\*\* $P<0.001$

Supplementary Table legends

**Supplementary Table 1. Genes stabilized in CNOT3-depleted MEFs.**

Lists of genes stabilized in CNOT3-depleted MEFs, determined by microarray analysis.

Normalized expression levels in control and CNOT3-depleted MEFs, treated with actinomycin D, are shown. See also Figure 4

**Supplementary Table 2. Genes stabilized and increased in CNOT3-depleted MEFs.**

Gene lists, magnitude of changes (CNOT3-depleted MEFs/control MEFs), and normalized expression values are shown. 

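The magnitudes in Table S2 equal the ratio of the deposited MAS5 signals of CNOT3-depleted and control MEFs at 0 h, with a largest difference of 4.33e-05 over the 478 entries used here. The expression values of each entry equal the log2 signals of the 6 arrays up to a constant of that entry, within 0.001. Each entry is a probe set, so a gene such as Creb3 or Cdkn1a can appear with different magnitudes. For Cnot2, a subunit of the CCR4-NOT complex, the listed probe set had a signal of 2.58 in control MEFs, near background, and 33.6 in CNOT3-depleted MEFs, at least 1.70-fold higher.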

Genes that increased more than 1.5-fold in CNOT3-depleted MEFs compared to control MEFs are shown in Figure 4.

**Supplementary Table 3. Functional annotation of genes stabilized in CNOT3KD MEFs.**

Genes selected in Figure 4 were subjected to Ingenuity Pathway Analysis to identify specific functions. Functions, p-values, the number of genes, and gene lists categorized in each function are shown.

Supplementary Figure 1

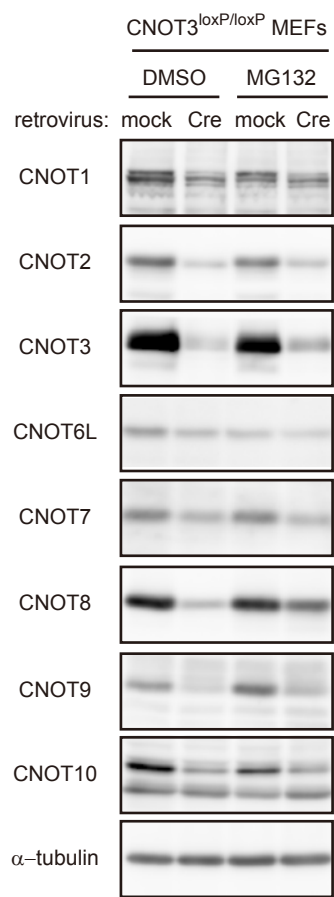

Supplementary Figure 2

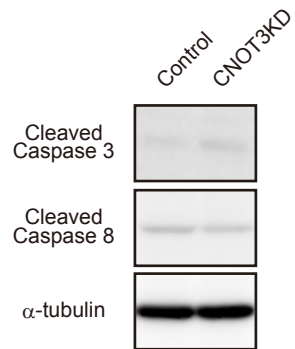

### Supplementary Figure 3

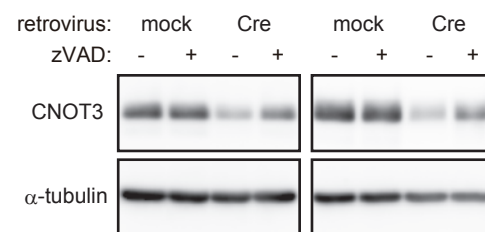

Supplementary Figure 4

**A**

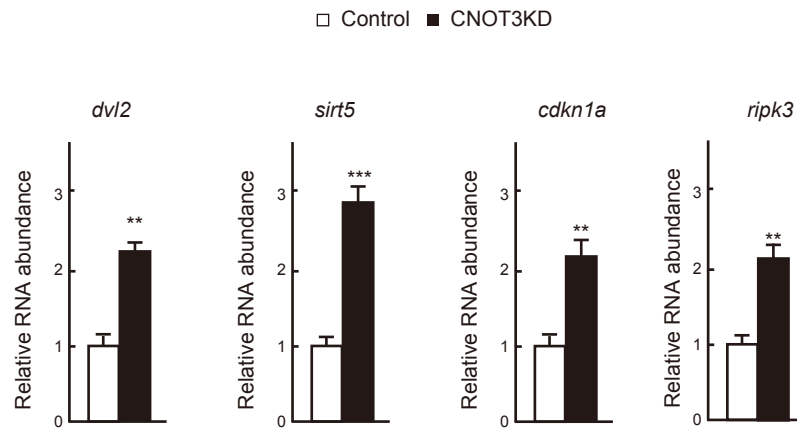

**B**

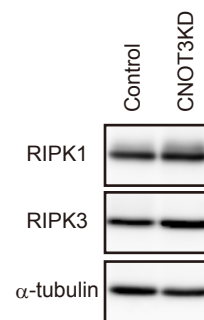

Supplementary Figure 5

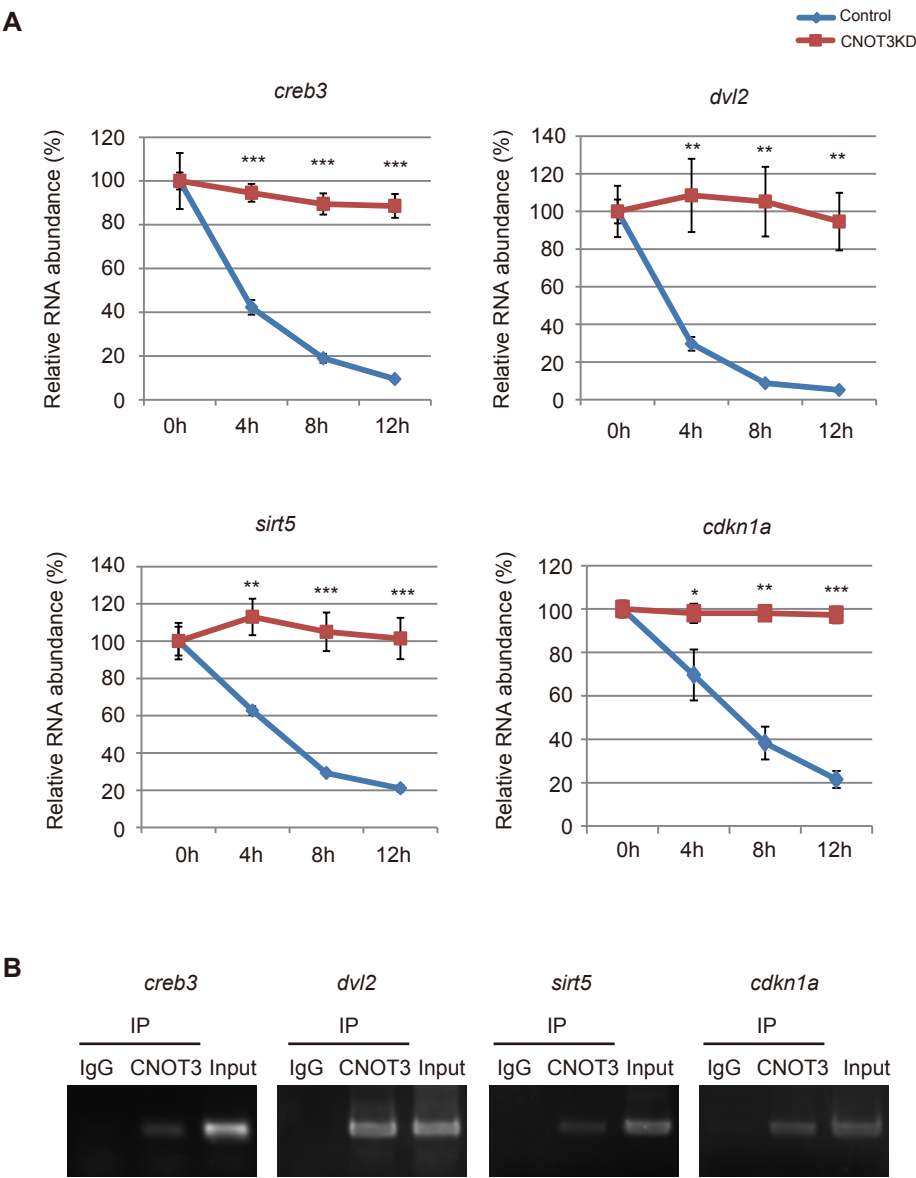

Supplementary Figure 6

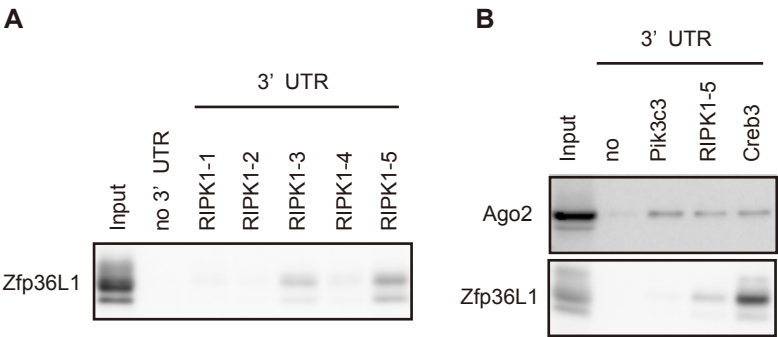

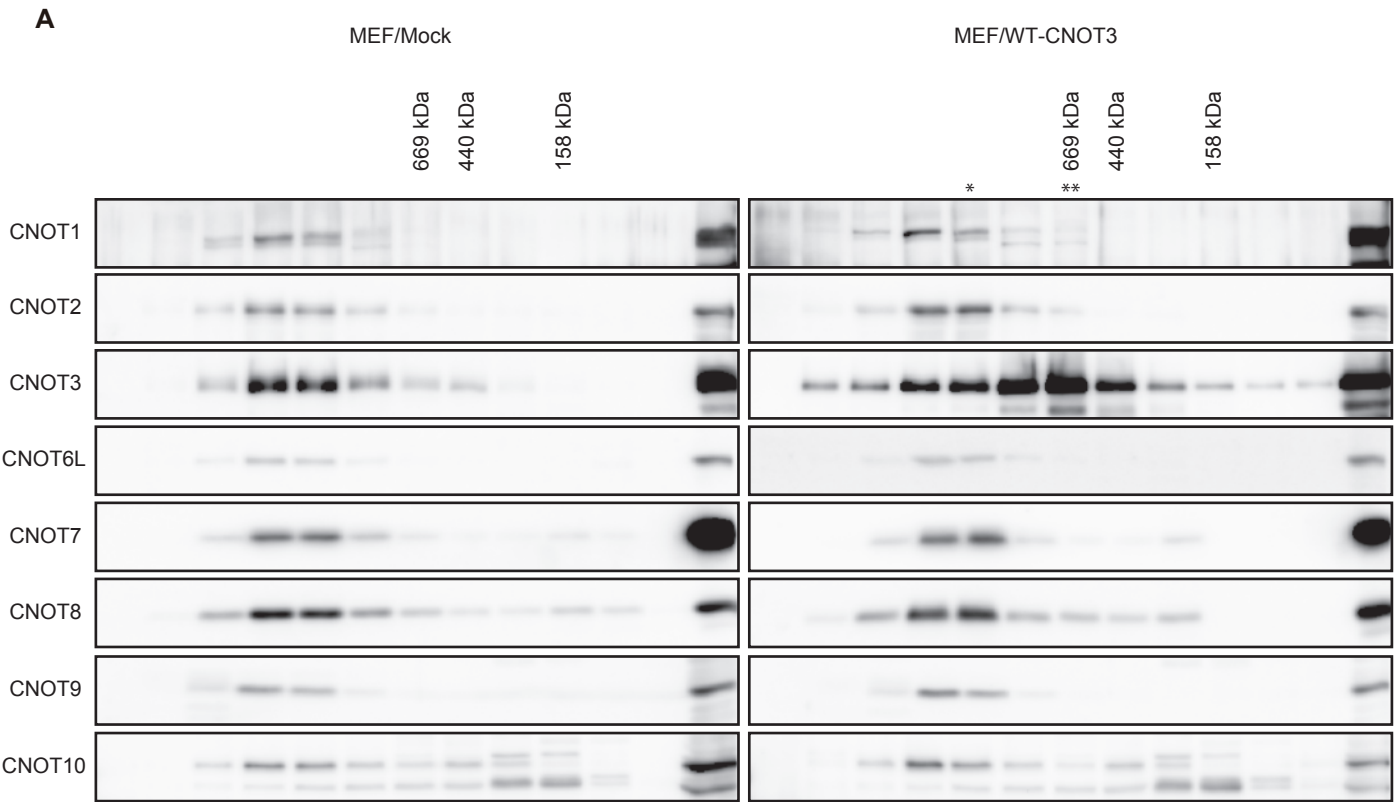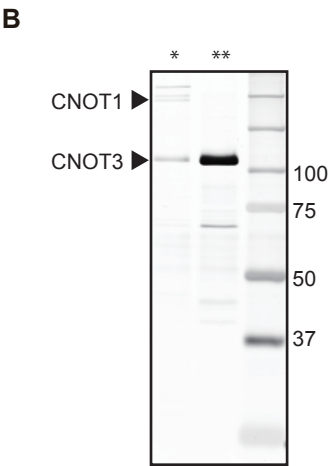

Supplementary Figure 8

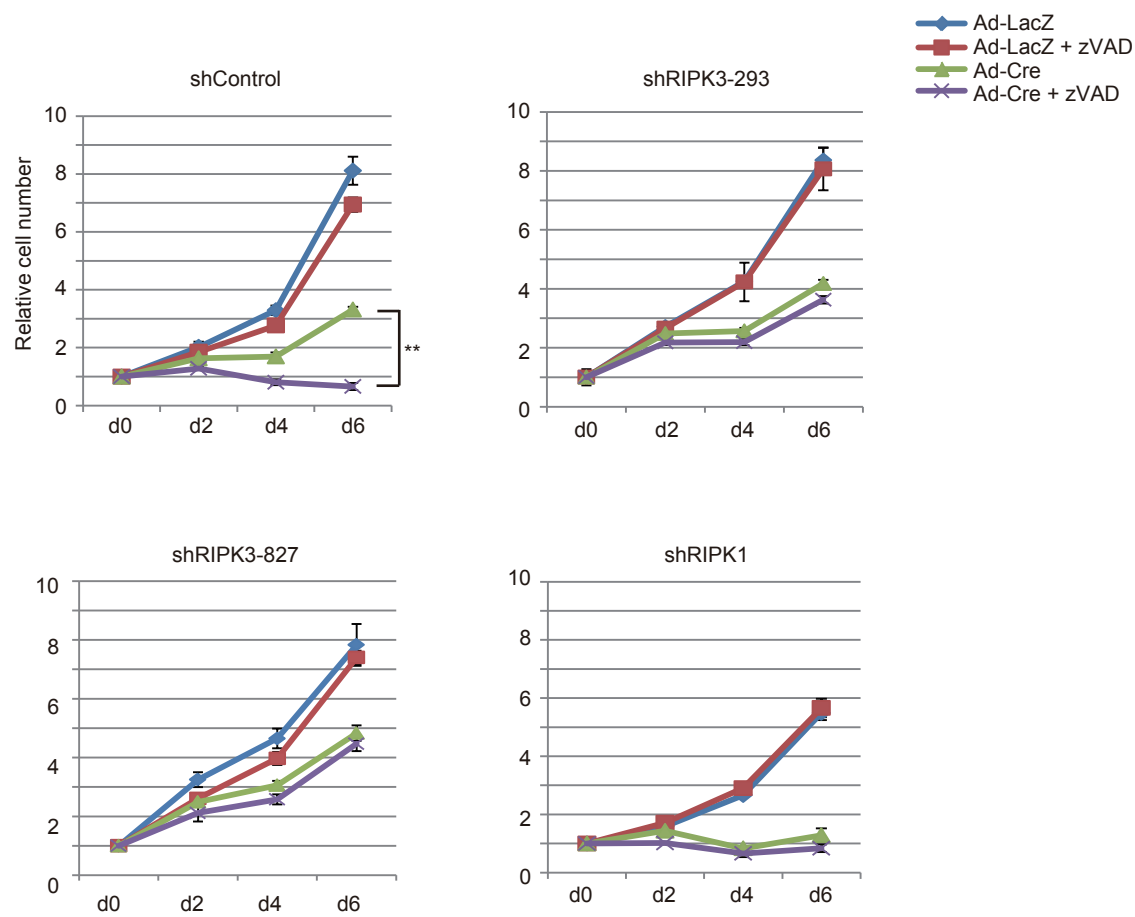

Supplementary Figure 9

**A**

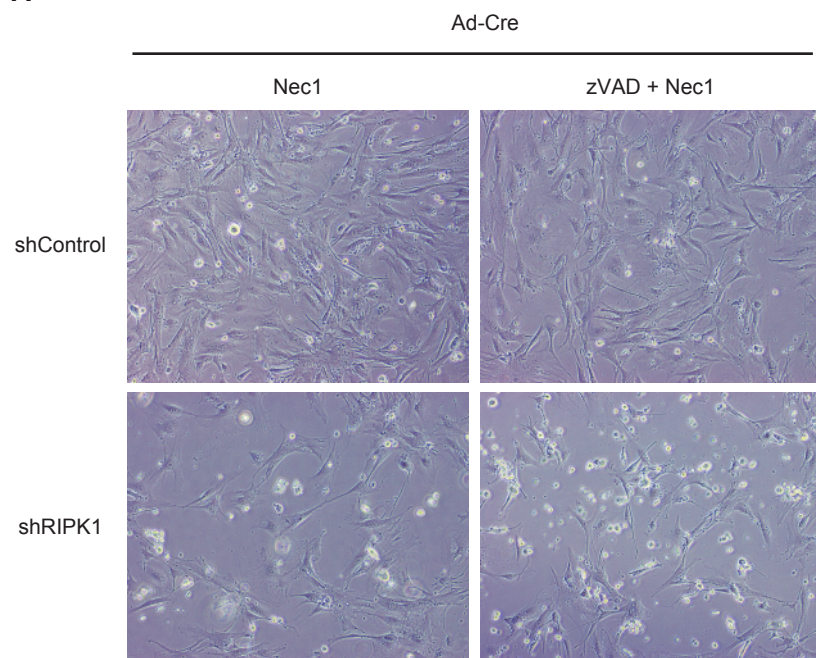

**B**

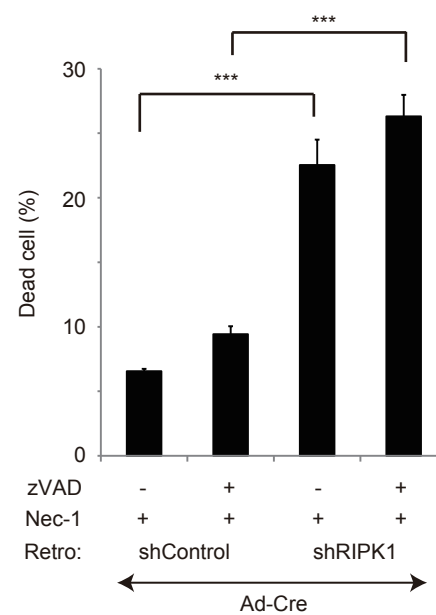

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

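Gene expression was measured in control and CNOT3-depleted MEFs at 0, 6 and 12 h of Act. D, with 1 array for each of the 6 conditions. The arrays were GeneChips for the mouse genome, hybridized with biotin-labelled cRNA made from total RNA. The deposited intensity values are MAS5 signals per probe set on a linear scale, computed by the authors, with the trimmed mean of each array at nearly the same level. The version of MAS5 and the target of its scaling are not given in the sources used here. The paper analysed the signals with GeneSpring 12.6. The deposited values cover 45037 probe sets, and Affymetrix control probe sets were not used here.

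Probe sets were named with the annotation of the platform, which lists at least 1 gene for 35877 probe sets and none for 9160. For 34741 probe sets the gene identifier was found in the reference list of mouse genes (assembly GRCm38.p6, used only for names), and 0 symbols differed. A further 74 probe sets, among them those of Ripk1, were named by matching the values of Tables S1 and S2 of the paper within 0.001. In all, 18250 genes were named. The copies of these tables used here hold 1998 entries of Table S1 and 478 entries of Table S2, fewer than the paper gives, so no overlaps with them were counted. Cnot1 and Gapdh were not analysed here. No genome coordinates are given, since the sources name no genome build for the arrays.

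Signals under 1 were set to 1, and no further scaling was applied. The fold at 0 h is the ratio of the CNOT3KD to the control signal. The signal left is the percentage of the 0 h signal of the same kind of culture. Stabilization is the log2 ratio of the fraction left in CNOT3KD to the fraction left in control, averaged over 6 and 12 h. A probe set counted as stabilized where its mean log2 signal at 0 h was at or above the median, its CNOT3KD ratio of 6 h to 0 h lay between 0.5 and 2.0, as in Fig. 4a, and its fraction left was at least 2.0 times that of control at both times. The rule was also applied with the cultures exchanged. Probe sets more than 1.5-fold higher or lower at 0 h were counted over the whole table. Hierarchical clustering used log2 signals minus their median over the arrays, Euclidean distance, Ward linkage and 10 clusters, because the paper's text does not name the distance, the linkage or the place where the tree was divided. The cluster with the highest mean stabilization was taken.

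Each gene was read at its probe set with the highest mean log2 signal over the 6 arrays. Signals under the 25th percentile of an array, between 13.6 and 19.8, were taken as near background. A fold against such a signal is given against that percentile, as at least N-fold. The genes named are those the paper names for the arrays or follows by qPCR, the 10 with the largest rise and the 10 with the largest fall at 0 h, the 10 most and the 5 least stabilized, and in each gene list the 3 members with the largest values. Other list members are named as examples and were chosen after their values were seen. The rule for naming genes, the gene lists, the size rules and the alternatives other than ribosomal protein scaling were written before the data were examined, but the values of Tables S1 and S2 had been seen by then.

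The 27 gene lists were the CCR4-NOT complex, other decay factors, adaptors of AU-rich element and miRNA decay, necroptosis and death receptor signalling, mitochondrial apoptosis, p53 targets, autophagy, interferon-stimulated genes, immediate-early and other short-lived transcripts, NF-kB targets and cytokines, cell cycle, cytosolic ribosomal proteins, oxidative phosphorylation, glycolysis, the unfolded protein response, cholesterol synthesis, cytoskeleton and actin regulation, fibroblast and matrix genes, markers of leukocytes, of endothelial, epithelial, skeletal muscle and neural cells and of adipocytes and chondrocytes, the genes the paper followed by qPCR as stabilized and as short-lived, and the genes of its heat map and discussion. The median of each list is given with its percentile among 10000 random lists of the same size, matched on signal in 20 bins. These percentiles describe the arrays and are not tests of the conditions.

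With 1 array per condition, no replicate test, error or p-value is given, and the number of arrays limits the precision. A model that takes the time points as replicates of each culture was not run, since the difference between the cultures over time is the comparison made. The counting steps were tested on simulated data in which both cultures had the control time course, with noise by signal level taken from the CNOT3KD arrays at 6 and 12 h. Among 45037 probe sets, 50 were changed for each size. Of these, 98% made 2-fold higher at 0 h and 100% made 4-fold higher were found. For stabilization, 76% made 3-fold and 96% made 6-fold more stable were found. Nearly all the changed probe sets were at or above the median signal, so recovery below it was not tested. Among 44837 unchanged probe sets, 82 met the rule for stabilized probe sets and 83 the exchanged rule, while 7418 were called higher and 7459 lower at 0 h.

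The alternatives were scaling by the array median, quantile normalization, a floor at the 25th percentile, no rule on the signal level, a stricter rule or the same rule on the counts at 0 h, a 4-fold rule for stabilization, 1 time point alone, no limits on the CNOT3KD ratio, a fold above 2 at 0 h, 5 or 20 clusters, Pearson distance with average linkage, clustering of the brighter probe sets alone, and the median over all probe sets of a gene. Scaling by cytosolic ribosomal protein genes was added after the data were seen. Scaling by Gapdh and by the Affymetrix controls was not run, and these probe sets were not used here. The groups for cytoplasm and necrosis of Table S3 were not analysed here, and the values at single claims for some cytoskeleton genes are not reported here. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.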

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

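The 3 tests on interferon-stimulated genes and every value with ribosomal protein scaling were chosen only after the results were seen.

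Pik3c3, the phosphatidylinositol 3-kinase gene of autophagy, was above its 0 h signal at both times of Act. D in CNOT3-depleted MEFs and below it at both times in control MEFs, as deposited and under every other scaling that was run. Its mean log2 stabilization was 3.62. The cultures moved in opposite directions, but with 1 array per condition the difference was not tested.

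Interferon-stimulated genes, which the paper does not report as a group, had a median log2 fold of 1.65 at 0 h, above 100% of random lists, with 22 of 27 measured genes more than 1.5-fold higher in CNOT3-depleted MEFs and none lower. The scaling of the arrays does not account for it, since the lowest median over the other scalings was 1.63. More leukocytes stay open: their markers had a median of 0.47, lower by 1.18, but most were bright in control MEFs already, with Lyz1 at 2627 in control and 3650 in CNOT3-depleted MEFs, Lyz2 at 1157 and 1728, and Csf1r at 480 and 635, which could hide a share of leukocytes of another state, and Cd68 and Cd52 were 2.06-fold and 2.02-fold higher. Longer half-lives also stay open. The 15 higher genes with all control signals above the 25th percentile had a median log2 stabilization of 0.25. They kept a median of 99.6% at 12 h in control MEFs and 107% in CNOT3-depleted MEFs, 4 of them were stabilized and 7 were below 0. The other 7 higher genes had a control signal under that percentile at some time. This also left out genes that fell under it only during Act. D, such as Usp18, which was stabilized. The 15 genes were thus selected against longer half-lives. Whether Cre, the virus or the single culture per condition plays a part was not tested.

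Markers of macrophages and other leukocytes were higher at 0 h in CNOT3-depleted MEFs, with a median log2 fold of 0.47, above 99.4% of random lists. Of 16 measured, 5 were more than 1.5-fold higher and 1 was lower, with Cd68 at 128 in control MEFs and 265 in CNOT3-depleted MEFs, and Tyrobp at 134 and 257. Their median log2 stabilization was −0.56, above 0.07% of random lists, and 0 were stabilized.

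Epithelial and keratinocyte markers had a median log2 fold of 0.84 at 0 h, above 99.9% of random lists, and 0.56 with near-background genes at their bound. Of 12 measured, 8 were more than 1.5-fold higher in CNOT3-depleted MEFs and 1 was lower. The desmosome gene Dsp had 96.2 in control MEFs and 443 in CNOT3-depleted MEFs, and the keratin genes Krt18 and Krt19 had 419 and 862, and 495 and 1157. Their median log2 stabilization was 0.13, above 54.1% of random lists, and 1 was stabilized.

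Genes of cholesterol synthesis, a pathway outside the paper's text, had a median log2 fold of 0.37 at 0 h, above 99.8% of random lists. Of 18 measured, 6 were more than 1.5-fold higher and none lower, with the squalene synthase gene Fdft1 at 3256 in control and 6122 in CNOT3-depleted MEFs and the mevalonate pathway gene Pmvk at 424 and 864. Their median log2 stabilization was 0.15, above 59.0% of random lists, and 3 were stabilized.

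Among probe sets at or above the median signal at 0 h, more kept their signal after Act. D in CNOT3-depleted MEFs than in control MEFs, 2003 against 193, while with no rule on level these were 3049 against 1704, so that below the median the exchanged rule was met more often. No other scaling that was run removed it, with a lowest ratio of these counts of 5.80, with quantile normalization. Each of them moved the median stabilization towards CNOT3-depleted MEFs, by 0.051 to 0.755 (log2). A scaling that lowers it was not run, so a part played by scaling is not excluded. Noise of dim probe sets does not account for it, since the ratio was 160 among the brightest 25% of probe sets. A weaker block of transcription would raise the immediate-early and other short-lived transcripts. Their median stabilization at 6 h was 0.26 (log2) as deposited, 0.17 with array median scaling and 0.19 with quantile normalization. These values were under the bound of 0.58 set for its absence by more than the SD of 0.160. With ribosomal protein scaling the median was 0.94, above that bound. The median signal left of this list at 6 h was 16.9% in control MEFs and 30.4% in CNOT3-depleted MEFs, the direction of a weaker block. At 12 h the cultures were closer, with 23.7% in control MEFs and 27.2% in CNOT3-depleted MEFs. The values under the bound argue against a weaker block only with the scalings set before the data were examined, so it is not excluded. Longer half-lives after loss of CNOT3 remain a hypothesis from these arrays, and a difference between the cultures other than CNOT3 was not tested.

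Of the stabilized probe sets, 208 were also more than 1.5-fold higher at 0 h. The arrays at 0 h enter both measures, and in 50 simulations without a difference at 0 h they gave a mean overlap of 10.5 (SD 2.98), 0.150 times that of independent lists of the simulated sizes. By construction, a shared array can only lower this overlap, so the simulation does not decide what the overlap rests on. The observed overlap was 1.10 times that of independent lists.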

How the results depend on the processing

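The ribosomal protein scaling was chosen only after the results were seen. No replicate numbers pair the arrays, and a model that takes the time points as pairs was not run. Scaling by Gapdh and by the hybridization controls was not run, and these probe sets were not used here.

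With scaling by the array median, the stabilized and higher probe sets numbered 339 against 208 as reported, and the other counts stayed within 1.5 times. With quantile normalization every count did, as with 5 clusters. With ribosomal protein scaling, 5820 probe sets were stabilized, 12 met the exchanged rule and 1302 were stabilized and higher, and the most stabilized cluster held 2814, with 1026 higher. This scaling raises both measures by construction.

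With a floor at the 25th percentile, 4915 probe sets were higher and 6360 lower at 0 h. With no rule on level, 3049 were stabilized and 1704 met the exchanged rule. Within the brightest 25%, these were 1282 and 8, with 802 higher, 718 lower and 124 stabilized and higher. At or above the median signal, 2130 were higher and 2626 lower. The cause was not tested.

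With stabilization of at least 4 times, 400 probe sets were stabilized, 11 met the exchanged rule and 58 were stabilized and higher. With 12 h alone these were 4268, 1107 and 445. The exchanged rule gave 438 with 6 h alone and 450 without limits on the CNOT3KD ratio. With a fold above 2 at 0 h, 4928 were higher, 5592 lower and 40 stabilized and higher. Among the settings run with the size rule, stabilized probe sets outnumbered those of the exchanged rule in each.

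The most stabilized cluster held 498 probe sets, 125 of them higher, with 20 clusters, 279 and 0 with Pearson distance and average linkage, and 348 and 94 when only the brighter probe sets were clustered. The cause was not tested.

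Of 67 named genes, all kept their log2 fold at 0 h within the spread at like level under array median and quantile scaling, and 66 with ribosomal protein scaling. For stabilization these were 67, 67 and 60. Array median scaling moves every gene alike, by 0.088 (log2) at 0 h and 0.051 for stabilization, so its counts say little about single genes. With the median over all probe sets of a gene, the fold at 0 h stayed within the spread for 53 and moved beyond it for 11. It reversed for Ubox5 (0.21), Med17 (−0.12) and Nck1 (−0.19). Stabilization then stayed within the spread for 46 and moved beyond it for 18. It reversed for Irak3 (−0.71), Arhgef18 (−0.32) and Ubox5 (−0.40). The number of named genes stabilized was then 11 against 18. The cause was not tested.

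For the 27 gene lists, the median at 0 h relative to random lists stayed within their spread for 26 with quantile normalization and 20 with the median over probe sets. For stabilization these were 21 and 23. Array median and ribosomal protein scaling move every gene alike, so by construction they cannot change these positions. The stabilization of cytosolic ribosomal proteins relative to random lists reversed to 0.024 with quantile normalization, and the cause was not tested.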

Differences from the paper's values

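The ribosomal protein scaling was chosen only after the values were seen, and the other alternatives were set before the data were examined.

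Of the probe sets stabilized by the size rule, 208 were more than 1.5-fold higher at 0 h, and the paper's count for its cluster is 489. The paper states the 1.5-fold limit and the limits on the CNOT3KD ratio but no size rule for stabilization. The difference was within 1.5 times with array median scaling, at 339, and with 12 h alone, at 445. It was larger with quantile normalization at 207, a floor at the 25th percentile at 204, no rule on level at 260, the brightest 25% at 124, a 4-fold rule at 58, 6 h alone at 274, no limits on the CNOT3KD ratio at 252 and a fold above 2 at 40. It was also larger with ribosomal protein scaling, at 1302. Clustering gave 427 higher probe sets in a cluster of 1803, with 10 and with 5 clusters, within 1.5 times of the paper's 489 and 2273. It gave 125 in 498 with 20 clusters, 0 in 279 with Pearson distance and average linkage, and 94 in 348 for the brighter probe sets alone, all more than 1.5 times away, as was the 1026 higher, but not the 2814 in the cluster, with ribosomal protein scaling.

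Outside the stabilized probe sets, 8185 were more than 1.5-fold higher at 0 h, and the paper's number is about 2800 in Fig. 4c, read by eye. The number was 1922, within 1.5 times, when only probe sets at or above the median signal at 0 h were counted. It stayed more than 1.5 times away with array median scaling at 9309, quantile normalization at 8797, no rule on level at 8133, the brightest 25% at 678, a fold above 2 at 4888, a 4-fold rule at 8335, 12 h alone at 7948, 6 h alone at 8119, no limits on the CNOT3KD ratio at 8141 and a floor at the 25th percentile at 4711, as with ribosomal protein scaling at 10716.

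For Cnot2, the paper's value in Table S2 is 13.0 and the brightest probe set was 1.43-fold higher at 0 h. It was 1.52-fold higher with array median scaling and with quantile normalization and 1.48-fold higher with the median over probe sets, all more than 1.5 times below the paper's value. The paper's value is that of another probe set, whose deposited signals are 2.58 and 33.6.

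For Tsc1, the paper's value in Table S2 is 1.87 and the brightest probe set was 1.12-fold higher. It was 1.19-fold higher with array median scaling, 1.11-fold with quantile normalization and 1.12-fold with the median over probe sets, all more than 1.5 times below the paper's value. The paper's value is that of another probe set, with 47.2 in control MEFs and 88.6 in CNOT3-depleted MEFs.

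The paper states that ripk3 was too low in the control array for a difference to be seen. Ripk3 had 1596 in control MEFs and 2556 in CNOT3-depleted MEFs, 1.60-fold higher, which goes the same way as the paper's qPCR. The probe set that the authors read is not given in the sources used here, so this value can be that of another one. The annotation used here, however, names no other probe set for Ripk3. The paper also states that ripk3 mRNA had a longer half-life in CNOT3-depleted MEFs by qPCR, normalized to gapdh. On the arrays 101% of the signal was left at 12 h in control MEFs and 106% in CNOT3-depleted MEFs. These percentages are relative to the trimmed mean of each array. From 0 to 12 h the geometric mean of ribosomal protein signals went from 4499 to 7299 in control MEFs and from 3867 to 3533 in CNOT3-depleted MEFs. With such unlike normalization, the arrays do not decide whether the half-life differed.

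The paper lists ripk1 among the genes more than 1.5-fold higher. Its brightest probe set was 1.32-fold higher, and another, with 370 in control MEFs and 619.6 in CNOT3-depleted MEFs, was 1.67-fold higher.

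The paper places tlr2 among the stabilized genes. After 12 h of Act. D, 77.9% was left in control MEFs and 74.9% in CNOT3-depleted MEFs, although at 6 h it was 46.2% and 83.3%, in the paper's direction, and it was not in the most stabilized cluster. Of cdkn1a, id2, pik3c3, tsc1, arhgef18 and myo3b, which the paper calls stabilized, 3 met the size rule and 3, Id2, Tsc1 and Myo3b, did not. Cdkn1a met it narrowly, with a fraction left at 6 h of 2.002 times that of control MEFs. The other probe set of Cdkn1a missed the rule, at 1.48 times, but was in the most stabilized cluster. At the brightest probe sets of Id2 and Tsc1, the signal left was still higher in CNOT3-depleted MEFs at both times. The next brightest of Id2 kept 19.7% and 40.4% in control MEFs against 35.7% and 31.7%. The dimmest of Id2 kept less in CNOT3-depleted MEFs at both times. The clustering placed Myo3b and the Tsc1 probe set of Table S2, like the 3 that met the rule, in the most stabilized cluster, and Id2 outside it.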

Other observations

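None of the tests of this part was chosen after its result was seen.

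Of 14 measured genes of the CCR4-NOT complex and its partners, 1, Tob1, was more than 1.5-fold higher at 0 h and 1, Cnot3 itself, lower, with a median log2 fold of 0.04, above 30.0% of random lists. Tob1, an antiproliferative partner of the deadenylases, had 2498 in control MEFs and 3824 in CNOT3-depleted MEFs. Cnot8, a deadenylase subunit, had 1387 and 1774, Cnot6 had 2960.4 and 2203, and Cnot7 had 3567 and 3064. Cnot2 had 1545 and 2217, 1.43-fold higher, and its 3 other bright probe sets were 1.47-fold, 1.48-fold and 1.47-fold higher. After Act. D, 3 were stabilized, namely Cnot2, Cnot8 and Cnot11. The median log2 stabilization was 0.09, above 25.2% of random lists, or −0.12, above 9.19%, with the median over all probe sets of each gene. The other bright probe sets of Cnot2 also met the rule, while those of Cnot8 and Cnot11 did not. The brightest probe set of Cnot6l did not meet it, but 2 others did. Cnot11 kept 4.50% at 12 h in control MEFs and 62.0% in CNOT3-depleted MEFs.

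Other factors of deadenylation, decapping and decay had a median log2 fold of 0.01, above 20.2% of random lists, or above 1.14% with the median over probe sets, with 0 of 22 higher and 1 lower, the decapping enzyme gene Dcp2, with 1006 and 606 at 0 h. Their median log2 stabilization was 0.54, above 89.7%, and 6 were stabilized, among them the exosome gene Exosc3, with 5.75% and 79.5% left at 12 h. Adaptors of AU-rich element and miRNA decay had a median of −0.24 at 0 h, above 0.16% of random lists, with 0 of 20 higher and 4 lower, which were Zfp36l2, Hnrnpd, Ago3 and Dicer1. Their median log2 stabilization was 0.04, above 29.0%, and 0 were stabilized. Zfp36l1 had 2189 and 2357 at 0 h, and Ago2 had 2666 and 2417.

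Genes that the paper followed by qPCR as stabilized were higher on the arrays too, with 6 of 7 more than 1.5-fold higher at 0 h and 4 stabilized. Their median log2 fold was 0.73, above 99.98% of random lists, and their median log2 stabilization was 1.48, above 99.5%. Creb3, a transcription factor gene of the endoplasmic reticulum, had 2657 and 4292, and kept 44.9% and 30.3% against 103% and 104%. Dvl2, a mediator of Wnt signals, had 333 and 616, and Sirt5, a mitochondrial deacylase gene, had 301 and 498. Both missed the rule for stabilized probe sets, since the fraction left at 6 h was 1.94 and 1.81 times that of control MEFs, but both were in the most stabilized cluster. Of 15 genes in the paper's heat map and discussion, 13 were higher and 6 were stabilized, with medians of 0.73 and 1.48, above 100% and 99.99% of random lists. With the median over all probe sets of each gene, their median stabilization was 0.89, above 99.51%. Except for Ripk3, the study chose the genes of both lists from these arrays, so the lists are not independent evidence. The paper measured ripk3 by qPCR because its array level was too low to show a difference. The 3 genes it followed as short-lived had a median log2 fold of 0.07 at 0 h, above 41.8% of random lists.

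Immediate-early and other short-lived transcripts were lower at 0 h in CNOT3-depleted MEFs, with a median log2 fold of −0.36, at percentile 0 of random lists, and with 10 of 32 more than 1.5-fold lower and 3 higher. Dusp5, a phosphatase gene for ERK, had 1228 and 372, and the transcription factor gene Egr1 had 5018 and 2786. Their median log2 stabilization was −0.03, above 13.2%, and 1 was stabilized. NF-kB targets and cytokines went both ways, with 6 of 22 higher and 5 lower and a median of 0.00, above 33.1%, and their median stabilization was −0.24, above 9.73%, with 2 stabilized. The chemokine gene Ccl7 had 779 and 2144, and Il6 had 199 and 68.0.

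For mitochondrial apoptosis, 4 of 17 genes were higher and 2 lower at 0 h, with a median of 0.25, above 90.0%, and a median stabilization of 0.11, above 50.1%, or −0.31, above 3.97%, with the median over all probe sets of each gene. Bid, which links death receptors to mitochondria, was the 1 stabilized member, with 8.88% and 82.3% left at 12 h. For p53 targets, 4 of 19 were higher and none lower, with a median of 0.10, above 61.4%, and 2 were stabilized, with a median of −0.28, above 5.63%, or above 51.9% with quantile normalization. For the unfolded protein response, 1 of 20 was higher and 1 lower, with a median of −0.09, above 5.95%, or above 1.06% with the median over probe sets, and 2 were stabilized, with a median of −0.14, above 33.7%, or above 71.3% with quantile normalization and 83.9% with the median over probe sets. Interferon-stimulated genes had a median log2 stabilization of 0.45, above 87.4%, and 6 were stabilized.

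Cytosolic ribosomal proteins had a median of −0.07 at 0 h, above 11.2%, with 0 of 26 higher and 2 lower, and 0 were stabilized, with a median of −0.57, above 0.78%, or above 65.1% with quantile normalization. Oxidative phosphorylation genes had a median of 0.01, above 49.2%, or above 55.2% with quantile normalization, with 1 of 29 higher and 0 lower, and 1 was stabilized, with a median of −0.39, above 40.4%. Glycolysis genes had a median of 0.14, above 81.1%, with 2 of 13 higher and 0 lower, and 2 were stabilized, with a median of −0.46, above 3.21%, or above 30.4% with quantile normalization. Fibroblast and matrix genes had a median of 0.06, above 74.2%, or above 25.1% with the median over probe sets, with 1 of 19 higher and 0 lower, and 0 were stabilized, with a median of −0.60, above 0.08%, or above 44.1% with quantile normalization. In the cytoskeleton and actin list, 5 of 25 were higher and 5 were stabilized.

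Markers of other cell types went both ways. Endothelial markers had a median of 0.40, above 90.2%, or −0.07 with near-background genes at their bound, with 5 of 11 higher and 1 lower, and a median stabilization of −0.18, above 29.4%. Skeletal muscle markers had a median of −0.05, above 39.1%, with 3 of 14 higher and 3 lower, and a median stabilization of 0.31, above 81.6%, or −0.14 at the bound. Neural and glial markers had a median of −0.06, above 29.5%, with 3 of 13 higher and 3 lower, or 0.46, above 95.8%, with the median over all probe sets of each gene, and a median stabilization of −0.21, above 25.2%. Adipocyte and chondrocyte markers had a median of 0.14, above 61.6%, with 2 of 11 higher and 3 lower, and a median stabilization of −0.26, above 9.39%. In these 4 lists, 0 genes were stabilized.

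Rtel1, a helicase gene of telomere maintenance, had the largest fall at 0 h, with 602 in control MEFs and 23.3 in CNOT3-depleted MEFs. This rests on the CNOT3KD array at 0 h, since the signal in CNOT3-depleted MEFs was 654 at 6 h and 354 at 12 h, and it also places Rtel1 among the most stabilized genes. Among the least stable genes in CNOT3-depleted MEFs was Rab20, a small GTPase gene, with 56.1% left at 12 h in control MEFs and at most 13.0% in CNOT3-depleted MEFs. Ssc5d, a scavenger receptor gene, had 28.9 and 271 at 0 h, and its control signal was 249 at 6 h and 389 at 12 h.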
